# chromMAGMA: regulatory element-centric interrogation of risk variants

**DOI:** 10.26508/lsa.202201446

**Published:** 2022-07-01

**Authors:** Robbin Nameki, Anamay Shetty, Eileen Dareng, Jonathan Tyrer, Xianzhi Lin, The Ovarian Cancer Association Consortium, Paul Pharoah, Rosario I Corona, Siddhartha Kar, Kate Lawrenson

## Abstract

Candidate causal risk variants from genome-wide association studies reside almost exclusively in noncoding regions of the genome and innovative approaches are necessary to understand their biological function. Multi-marker analysis of genomic annotation (MAGMA) is a widely used program that nominates candidate risk genes by mapping single-nucleotide polymorphism summary statistics from genome-wide association studies to gene bodies. We augmented MAGMA to create chromatin-MAGMA (chromMAGMA), a method to nominate candidate risk genes based on the presence of risk variants within noncoding regulatory elements (REs). We applied chromMAGMA to a genetic susceptibility dataset for epithelial ovarian cancer (EOC), a rare gynecologic malignancy characterized by high mortality. This identified 155 unique candidate EOC risk genes across five EOC histotypes; 83% (105/127) of high-grade serous ovarian cancer risk genes had not previously been implicated in this EOC histotype. Risk genes nominated by chromMAGMA converged on mRNA splicing and transcriptional dysregulation pathways. chromMAGMA is a pipeline that nominates candidate risk genes through a gene regulation-focused approach and helps interpret the biological mechanism of noncoding risk variants for complex diseases.

## Abstract (precis)

chromMAGMA, a pipeline that prioritizes candidate risk regulatory elements and target genes, reveals novel risk-associated genes when applied to epithelial ovarian cancer.

## Introduction

Genome-wide association studies (GWASs) have identified thousands of germline single-nucleotide polymorphisms (SNPs) associated with myriad diseases and phenotypes (1). Risk SNPs rarely exert their impact by altering the amino acid sequence of a protein-coding gene; it is now clear that a large proportion of risk SNPs modify the activity of noncoding regulatory elements such as transcriptional enhancers (2, 3, 4, 5). Because regulatory elements often interact with target promoters over large genomic distances, identifying the gene targets of risk SNPs remains a major challenge in post-GWAS functional studies.

One commonly used tool to study genes and pathways associated with risk is the multi-marker analysis of genomic annotation, or MAGMA (6) software, which uses multiple regression to group individual-level or summary SNP association from GWASs to the level of genes while accounting for linkage disequilibrium (LD) between variants. Instead of testing millions of variants individually, MAGMA reduces the multiple testing burden by performing gene-level analyses and has emerged as a powerful approach for the discovery of candidate genes and pathways associated with risk of complex traits (7, 8, 9). MAGMA captures SNPs positionally mapped to gene bodies; however, many studies have now shown that noncoding tissue-specific REs (such as transcriptional enhancers marked by H3K27ac) are enriched for risk SNPs, and risk REs often interact with genes hundreds of kilobases away (2, 3, 4, 5). We therefore created a bioinformatic tool termed “chromatin-MAGMA,” or chromMAGMA, a pipeline that augments MAGMA to infer the target gene of noncoding risk variants based on user-inputted disease-relevant REs and RE-to-gene maps. chromMAGMA nominates candidate risk genes informed by SNPs enriched in up or downstream noncoding regulatory elements rather than gene bodies.

Here we tested chromMAGMA in epithelial ovarian cancer (EOC), a deadly disease with ∼22,240 new cases and 14,070 annual deaths in the United States (10). EOC can be stratified into five main histologic subtypes (histotypes): high-grade serous (HGSOC), low-grade serous (LGSOC), endometrioid (EnOC), clear cell (CCOC), and mucinous ovarian cancer (MOC) (10, 11). Each histotype is characterized by distinct molecular drivers, clinicopathologic features, and distinct germline genetic risk variants (12, 13). Of the 39 known unique EOC susceptibility loci (*P*-value < 5 × 10^−8^) identified through GWASs, nine are associated with risk of HGSOC, five with risk of LGSOC, four with risk of MOC, and one with risk of EnOC. 20 loci are associated with all invasive disease, or a combination of one or more histotypes (13, 14, 15, 16, 17, 18, 19, 20, 21, 22, 23, 24). These genome-wide significant risk loci represent a fraction of all narrow-sense heritability in EOC and it is predicted that additional SNPs also contribute to disease susceptibility (25, 26). Innovative approaches are needed to deconvolute additional true risk loci falling below genome-wide significance from false positives because of limited power, particularly for the rarer histotypes.

We applied chromMAGMA to EOC, inputting histotype-specific GWAS summary statistics, REs identified by H3K27ac chromatin immunoprecipitation-sequencing (ChIP-Seq) of Müllerian tissues, and RE-to-gene maps from the GeneHancer database (27). ChromMAGMA highlighted mRNA splicing and transcriptional dysregulation in EOC risk. In addition, active transcription factors (TFs) marked by super-enhancers (large stretches of active chromatin) were particularly enriched for EOC risk associations based on chromMAGMA analyses and are likely to represent the nexus of noncoding EOC risk and transcriptional dysregulation. Overall chromMAGMA offers a flexible, gene regulation-focused approach to nominate noncoding regulatory elements and target genes involved in risk of polygenic traits.

## Results

### chromMAGMA maps risk-associated, active regulatory elements to target genes

To survey risk SNPs in regulatory elements, rather than gene bodies, we built the chromMAGMA pipeline by modifying the pre-processing and processing steps of MAGMA. We tested the performance of chromMAGMA using GWAS summary statistics and epigenome data for EOC (Table S1), as follows: first, the genome is trimmed to only include regions annotated as high-confidence active REs from the GeneHancer database (28). This reduces the genome from three billion base pairs (bp) to ∼400 million bp (Fig 1A). Because GeneHancer includes data from 46 tissue types, for an EOC-specific analysis, we then restricted the universe of GeneHancer REs to those regions marked by H3K27ac in normal and malignant Müllerian tissues and cell lines (27, 28, 29). This created a universe of ∼200 million base pairs containing only regions of active chromatin identified in ovarian cancer-relevant tissues, and the likely target gene(s) for each RE. GWAS SNP identifiers (reference SNP cluster identifiers, rsIDs) from six histotype-specific GWAS summary statistics (CCOC, EnOC, HGSOC, LGSOC, MOC, and NMOC—a dataset consisting of all samples except for MOC) (Coetzee S, Dareng EO, Peng P, Rosenow W, Tyrer JP (2021) Integrative multi-omics analyses to identify the genetic and functional mechanisms underlying ovarian cancer risk regions. (Submitted for Publication) (Fig 1B) were then positionally mapped to the aforementioned RE dataset by applying the MAGMA annotation command (see the Materials and Methods section). The SNP rsID-to-RE annotation was then processed for gene-level analysis using MAGMA (see the Materials and Methods section) alongside EOC GWAS SNP summary statistics (*P*-values) and 1000 Genome European panel reference LD data (30). As multiple REs can regulate one gene (31), each gene was assigned the *P*-value of the most significant RE. We noted a positive correlation between the gene’s *P*-value and the number of REs associated with each gene (Uncorrected Spearman’s ρ = 0.56, Fig S1) and this correlation was reduced after adjusting for multiple regulatory elements assigned to a gene (Corrected Spearman’s ρ = −0.04, Fig S1). However, there was a high correlation in the ranked *P*-values before and after adjustment (Spearman’s ρ = 0.77) that was even higher in risk genes that passed the significant threshold (Spearman’s ρ = 0.98). Considering the aforementioned results in combination with the fact that chromMAGMA accounts for the number of SNPs mapped to each RE, this adjustment was excluded from the pipeline to achieve a balance between type II and type I errors.

Table S1 Gene-level P-values assigned by chromMAGMA.

**Figure 1.**
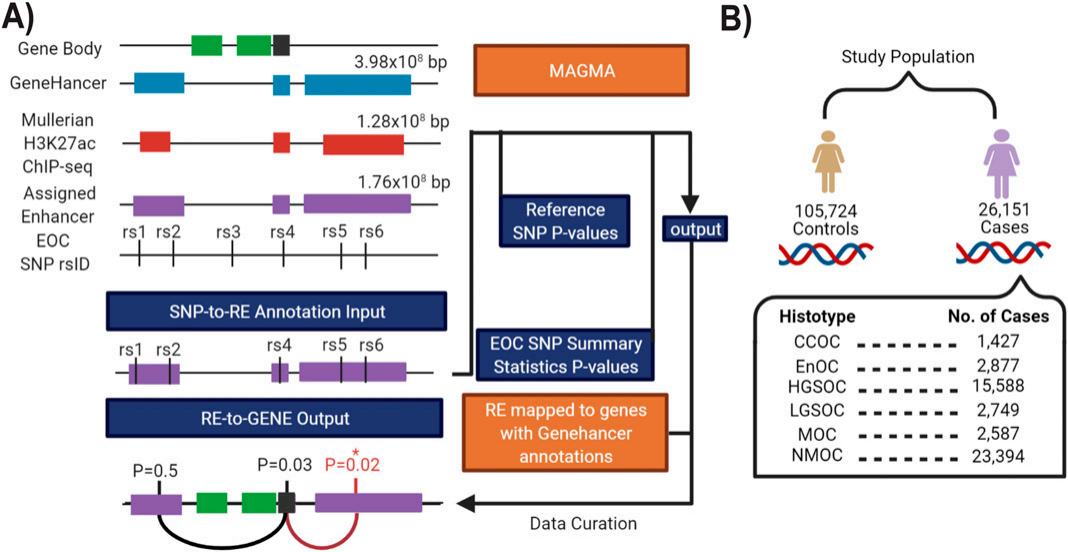
Applying chromMAGMA to epithelial ovarian cancer (EOC) risk. **(A)** Overview of the chromMAGMA approach. The GeneHancer database of regulatory elements (and linked genes) was limited to REs detected in Müllerian tissues. An EOC single-nucleotide polymorphism rsID-to-RE-to-gene annotation list was created and used for gene-level analysis using the MAGMA model, along with EOC genome-wide association study summary statistic *P*-values and reference linkage disequilibrium correlations from the European ancestry subset of the 1000 Genomes reference panel. Because multiple REs can be associated with one gene, the RE with the most significant *P*-value represents each gene. **(B)** Study population of EOC genome-wide association study dataset from Coetzee et al (2021) (Coetzee S, Dareng EO, Peng P, Rosenow W, Tyrer JP (2021) Integrative multi-omics analyses to identify the genetic and functional mechanisms underlying ovarian cancer risk regions. (Submitted for Publication) CCOC, clear cell ovarian cancer; EnOC, endometrioid ovarian cancer; HGSOC, high-grade serous ovarian cancer; MOC, mucinous ovarian cancer; NMOC, all non-mucinous ovarian cancers.

**Figure S1.**
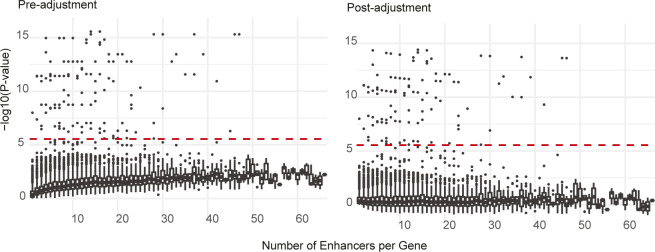
Boxplot displaying the pre and post −log_10_(*P*-value) adjusted for number of enhancers associated with a gene from the chromMAGMA NMOC analysis in relation to number of enhancers per gene. Dashed line represents the −log_10_(*P*-value) significance threshold for chromMAGMA.

We stratified REs into promoters (defined as 1,000-bp upstream and 100 bp downstream of a transcription start site) or candidate enhancers (all other regions of active chromatin), as both are marked by H3K27ac (see the Materials and Methods section). Of the 9,682 risk-associated REs identified for each histotype (range: 9,624–9,713), 38% of the REs (3,703/9,682; range: 3,669–3,731) were active promoters and 62% (5,979/9,682; range: 5,966–6,002) were enhancers. The enhancer-to-promoter distance varied widely, with an average distance of 187,647 bp (range: 2 bp–5 Mbp; SD ± 230,272 bp) between enhancer start and transcription start sites (Fig S2).

**Figure S2.**
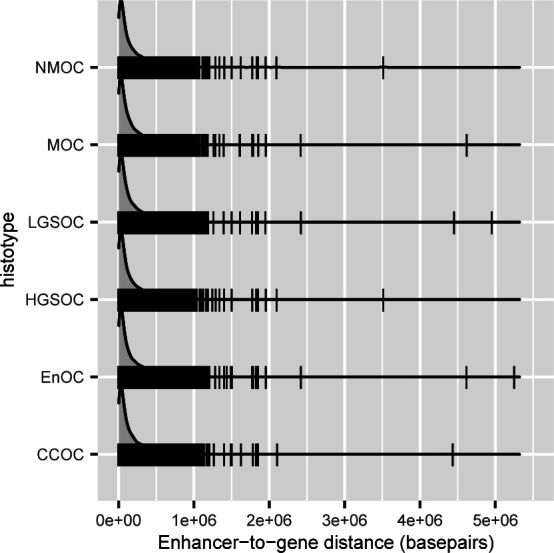
Density plot of the genomic distance between enhancers (non-promoter, active REs) and transcription start sites in chromMAGMA.

We ran conventional MAGMA alongside chromMAGMA to compare risk genes implicated by the two methods (Table S2). In MAGMA (and in chromMAGMA, given that the latter leverages the MAGMA statistical pipeline), the *P*-value is calculated in a two-step process: first the SNP matrix is projected into a smaller set of principal components to remove the effects of highly correlated SNPs; second these principal components are used in a linear regression whose outputs (feature-wise enrichment for significant SNPs) are tested for statistical significance using an F-test (6). Comparing the distributions of the population of *P*-values between MAGMA and chromMAGMA by bootstrapping revealed that chromMAGMA *P*-values are significantly lower than MAGMA across EOC histotypes (CCOC *P*-value = 9.6 × 10^−5^; EnOC *P*-value = 8.4 × 10^−6^; HGSOC *P*-value = 1.06 × 10^−5^; LGSOC *P*-value = 1.13 × 10^−5^; MOC *P*-value = 5.14 × 10^−5^; NMOC *P*-value = 8.00 × 10^−6^). This is consistent with previous evidence that REs, but not protein-coding exons, are enriched for risk-associated SNPs (3). After Bonferroni correction to account for the total number of genes tested in each histotype-specific analysis, we identified 68 unique significant genes in MAGMA and 155 unique significant genes in chromMAGMA, with 56 genes identified by both methods (MAGMA Bonferroni-corrected *P*-value < 2.70 × 10^−6^; chromMAGMA Bonferroni corrected *P*-value < 2.87 × 10^−6^). The number of genes identified by histotype ranged from 0 (EnOC) to 53 (all non-mucinous cancers, NMOC) significant genes in MAGMA and 0 (EnOC) to 131 (NMOC) significant genes using chromMAGMA (Fig 2A). Disparity in the number of significant genes by histotype is likely due to power, as HGSOC and NMOC represents a majority of the overall sample size in the EOC GWAS. To survey the functional role of chromMAGMA nominated risk genes, we leveraged a publicly available CRISPR-Cas9 knock-out screen that includes seven CCOC cell lines, four EnOC cell lines, 15 HGSOC cell lines, and five MOC cell line models (32). Dependency data were available for 149 out of 155 chromMAGMA nominated risk genes as dependency data for six genes were not available. This revealed 37 (out of 149) genes that are strong dependencies in 1 or more histological subtypes of EOC (Figs 2B and C and S3). Whereas most (29 out of 37) of these genes were considered essential in all histological subtypes of EOC represented, *HNF1B*, *SH3PXD2A*, *MEAF6*, and *SKAP1* were dependencies specific to CCOC, EnOC, HGSOC, and MOC, respectively (Fig 2C and Table S3).

Table S2 Gene-level P-values assigned by MAGMA.

**Figure 2.**
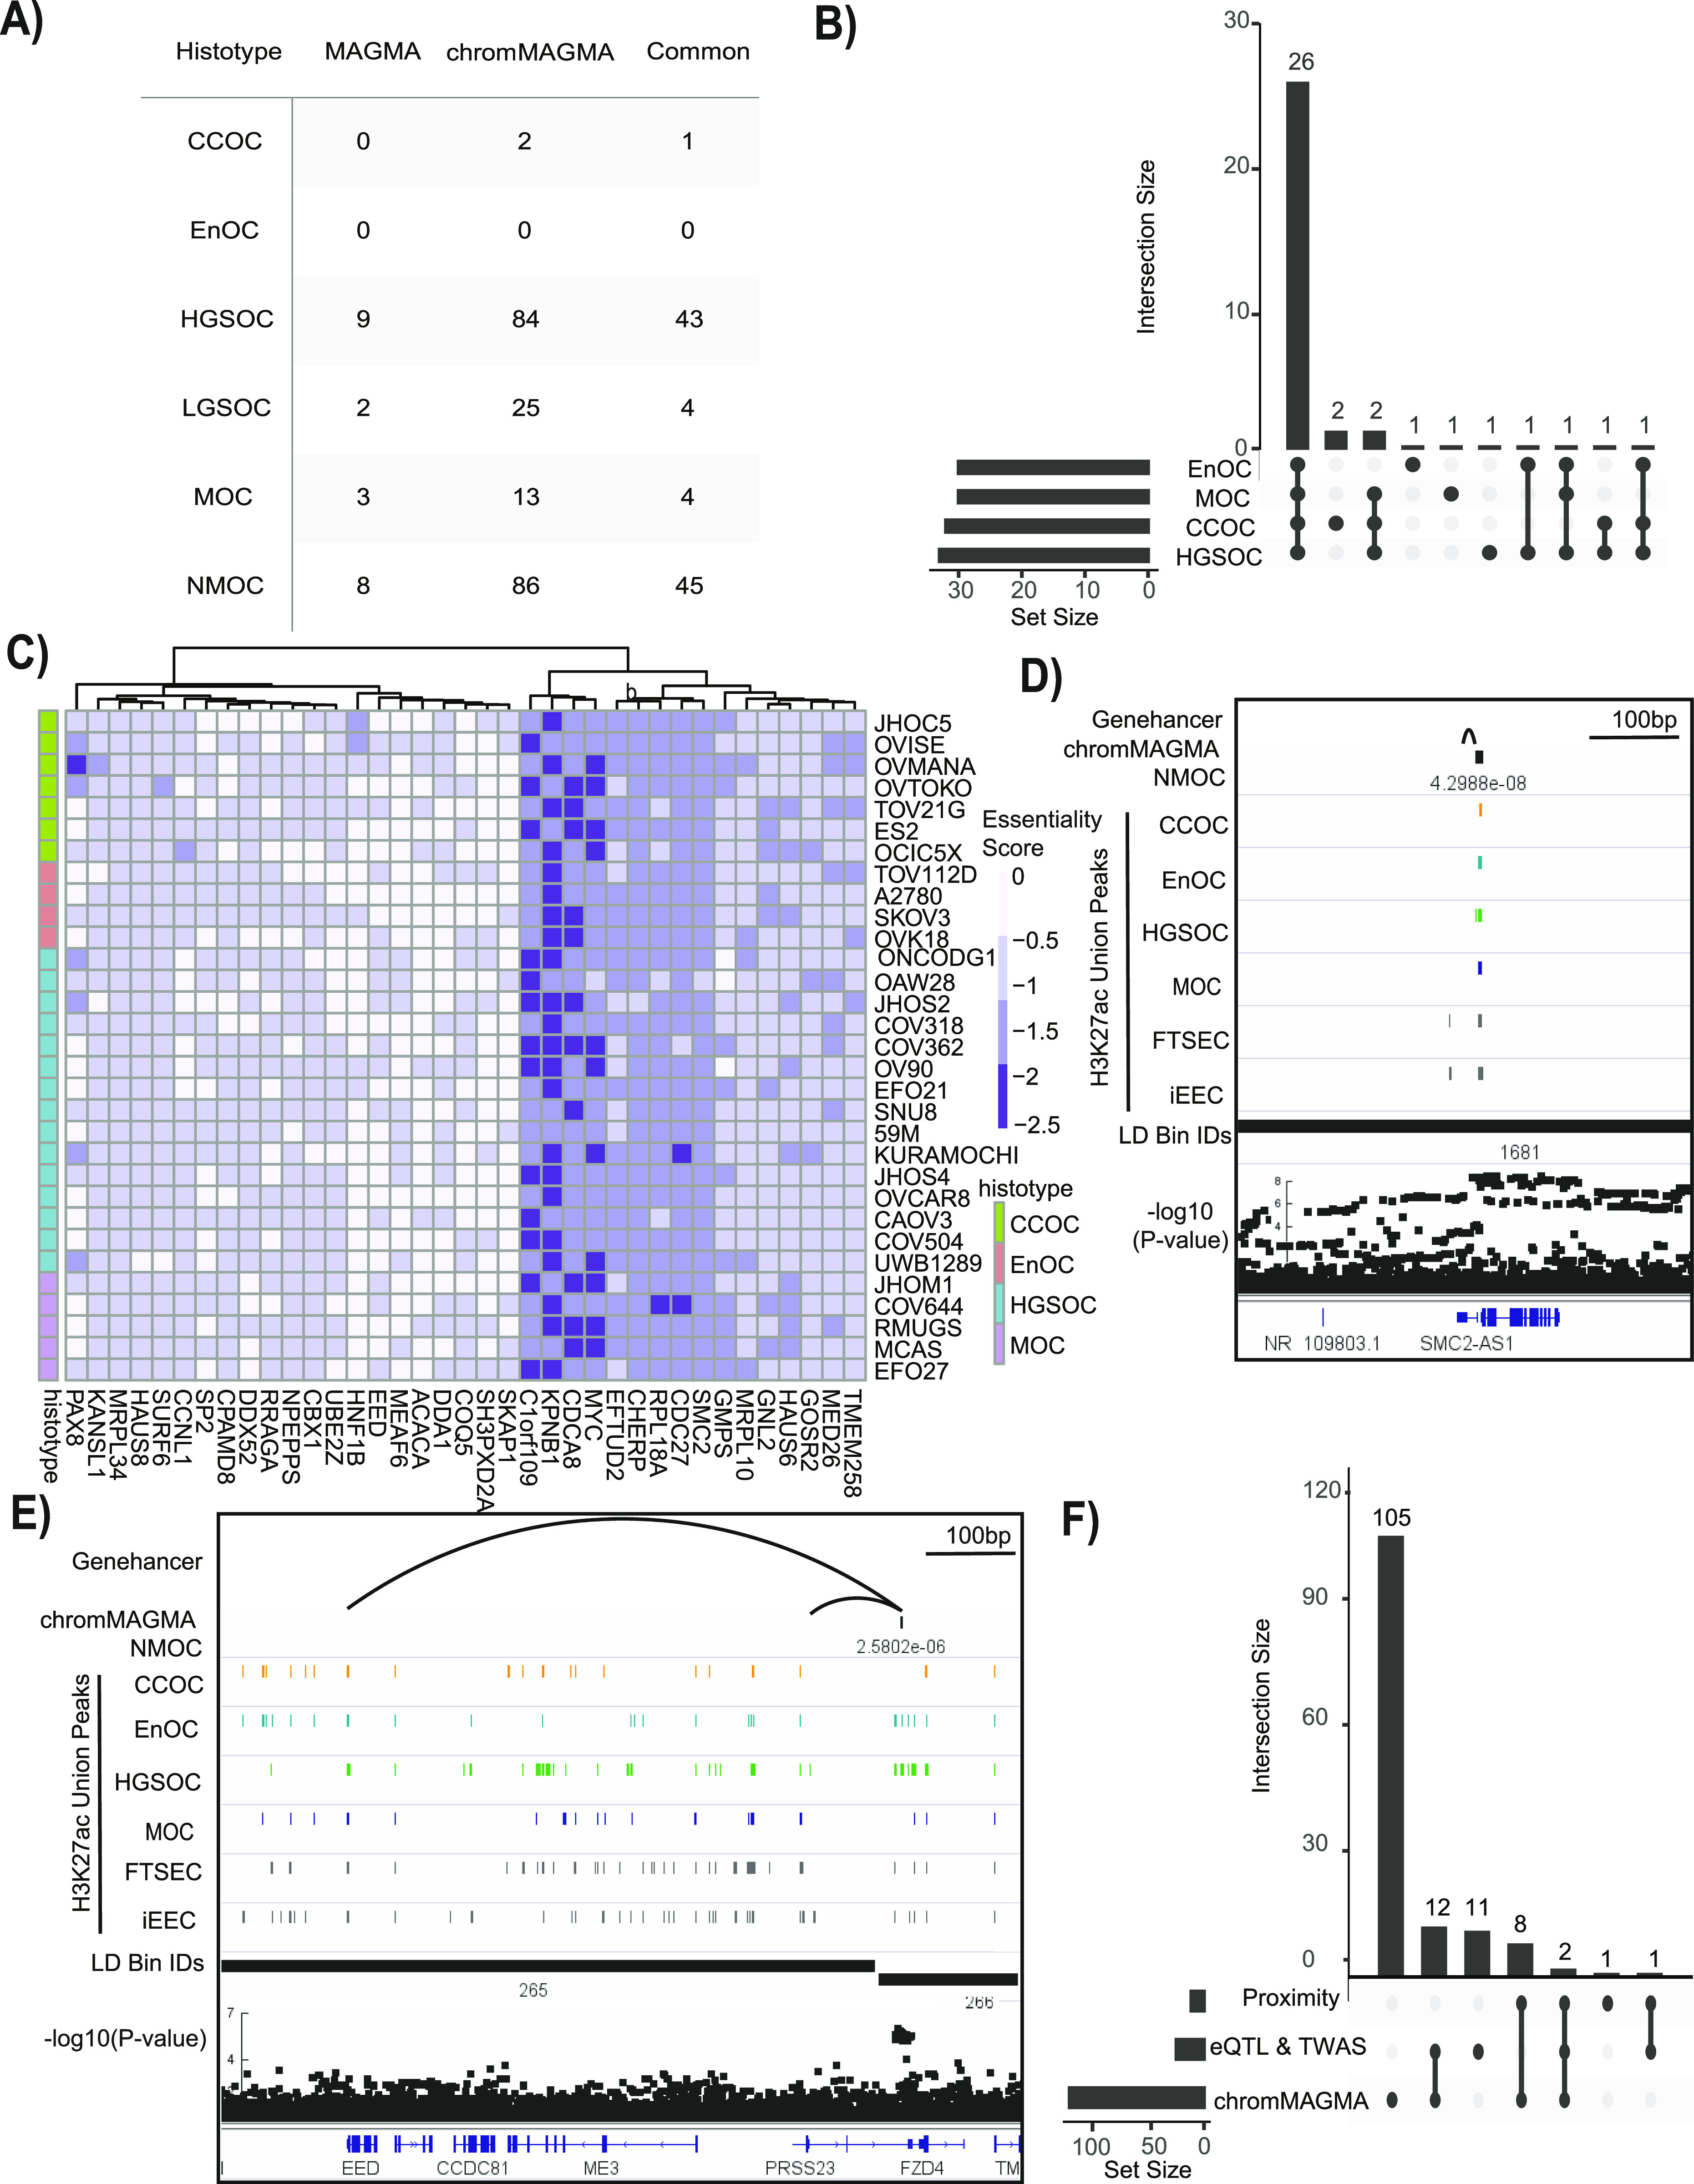
ChromMAGMA identifies risk genes for epithelial ovarian cancer (EOC) through risk single-nucleotide polymorphisms coinciding with regulatory elements. **(A)** Candidate risk genes identified by conventional MAGMA and chromMAGMA across EOC histotypes (MAGMA Bonferroni corrected *P*-value < 2.70 × 10^−6^; chromMAGMA Bonferroni corrected *P*-value < 2.87 × 10^−6^). **(B)** Set analysis displaying 37 genes with strong dependency scores in one or more histological subtype of EOC. **(C)** Heat map displaying the dependency score of 37 chromMAGMA nominated genes with strong dependency scores. **(D)** Locus view displaying the NMOC chromMAGMA RE-to-gene association for *SMC2*. LD boundaries and genome-wide association study single-nucleotide polymorphism associations (−log_10_[*P*-value]) are shown. **(E)** Locus view displaying the NMOC chromMAGMA RE-to-gene association for *PRSS23* and *EED*. **(F)** UpSet plot of chromMAGMA genome-wide significant genes in HGSOC and alternate approaches to nominate candidate risk genes. Proximity, lead variants labeled as genome-wide significant (P < 5 × 10^−8^) assigned to genes based on nearest transcription start site; eQTL, *cis*-expression quantitative trait loci; TWAS, transcriptome-wide association studies; CCOC, clear cell ovarian cancer; EnOC, endometrioid ovarian cancer; HGSOC, high-grade serous ovarian cancer; LGSOC, low-grade serous ovarian cancer; MOC, mucinous ovarian cancer; NMOC, all non-mucinous ovarian cancers.

**Figure S3.**
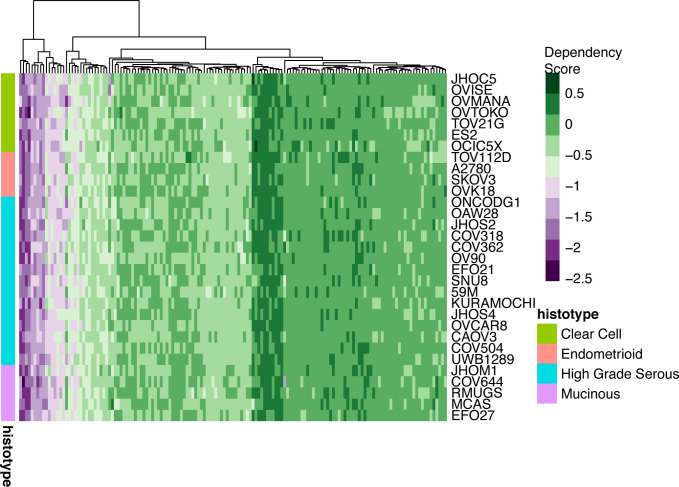
Heat map displaying the dependency scores of 149/155 chromMAGMA nominated risk genes. Six genes were not available for dependency information on DepMap, BROAD.

Table S3 Dependency data of 149 chromMAGMA risk genes.

Gene-dense GWAS loci at genome-wide significance account for many of the risk genes identified by MAGMA and this is also the case for chromMAGMA (33). For example, genes on chromosome 17 are particularly overrepresented in MAGMA and chromMAGMA in EOC (26/68 and 52/155 unique genes, respectively) likely because of the presence of two genome-wide significant loci in this chromosome and the high degree of LD due to an inversion at 17q31 (13). We divided the genome into distinct bins based on LD to identify instances where chromMAGMA nominates candidate risk REs within distinct LD bins to the local risk association, scenarios where the same candidate gene could not readily be identified through MAGMA. Using this approach, 29 unique genes were identified as candidate risk genes only in chromMAGMA (Table S4). Using chromMAGMA NMOC as an example, a significant promoter (*P*-value 4.3 × 10^−8^) at a known breast and ovarian cancer genome-wide significant risk locus at chromosome 9q31 is assigned to *SMC2*, whereas in MAGMA, *SMC2* is not significant (*P*-value 1.9 × 10^−3^) (21) (Fig 2D). Other candidates not previously implicated in EOC risk such as *PRSS23* (*P*-value 2.6 × 10^−6^) was nominated by chromMAGMA, a serine protease regulated by HGSOC biomarker PAX8 (34), were also identified (Fig 2E). The same RE assigned to *PRSS23* interacts across an LD boundary with the promoter of *EED*. EED is a component of the polycomb repressor complex involved in the pathogenesis of numerous cancer types (35). In MAGMA, *PRSS23* and *EED* are not significant risk genes (*P* = 0.44).

Table S4 Ovarian cancer risk genes nominated by chromMAGMA but not MAGMA based on linkage disequilibrium bins.

We next compared chromMAGMA risk genes with candidate susceptibility genes nominated by alternative approaches. This analysis was limited to HGSOC as it is the most common and well-studied EOC subtype. Chromosome conformation capture assays have identified candidate susceptibility genes previously undiscovered based on proximity to the nearest gene promoter. So far three GWAS significant loci at 11q31, 8q24, and 19p13 originally mapped by proximity to *HOXD3*, *PVT1*, and *BABAM1* was found, via chromosome conformation capture assays to interact with *HOXD9*, *MYC*, and *ABHD8*, respectively (14, 15, 36). chromMAGMA nominated all three as candidate susceptibility genes in HGSOC (*HOXD9*, *P*-value 1.52 × 10^−12^; *MYC*, *P*-value 6.39 × 10^−11^ and *ABHD8*, *P*-value 3.9 × 10^−16^). As chromMAGMA also identifies risk variants that may impact short-range enhancer–promoter interactions, promoters, and intronic enhancers, we reasoned that it should also be able to capture susceptibility genes nominated based on closest proximity to index SNP at risk loci. Indeed, 10 out of 12 (83%) genes previously identified as candidate risk genes based on proximity to a lead variant overlapped with chromMAGMA nominated genes (*P*-value < 5 × 10^−8^) (Fig 2F). *Cis*-expression quantitative trait loci (eQTL) and transcriptome-wide association studies (TWASs) leverage associations between risk SNP genotype data and gene expression to identify candidate genes associated with disease risk. To date, 26 candidate genes have been identified as HGSOC candidate risk genes using these methods (15, 37, 38); 16 out of 26 genes (62%) previously identified by HGSOC eQTL or TWAS analyses were also nominated by chromMAGMA (Fig 2F). chromMAGMA identified 105 additional genes previously not implicated in HGSOC risk. 22/105 of these genes (21%) had long-range interactions (>500 kb) with the risk RE, highlighting how chromMAGMA can identify candidate genes transcriptionally impacted by noncoding risk SNPs that are hundreds of kilobases away. For example, the longest promoter-risk RE interaction identified in this analysis was between the *GMPS* gene (*P*-value 5 × 10^−10^) and an associated RE ∼1 megabase away in linear genomic distance. Overall, chromMAGMA nominates candidate risk genes that are consistent with alternate methods but also implicates additional genes in HGSOC susceptibility through risk SNPs with their upstream active regulatory elements.

### chromMAGMA implicates splicing and gene regulation in EOC risk

To identify pathways regulated by risk-associated regulatory elements, we conducted gene set enrichment analysis to ask whether any gene sets from the Gene Ontology database were enriched in ranked gene-level associations (based on descending order of −log_10_[*P*-value]) from MAGMA and chromMAGMA. This approach allows for the investigation of sets of genes without the need to assign arbitrary *P*-value cutoffs. Because one RE can be assigned to multiple genes in the chromMAGMA gene-level association, gene ranks were weighted using an mRNA expression dataset comprising disease-relevant primary tissue samples (27) to generate a ranked list in which highly expressed genes are ranked higher than relatively lower expressed genes associated with the same RE (see the Materials and Methods section). 

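The fallopian tube secretory epithelium (FTSEC) part of this expression dataset comprised 5 libraries of primary FTSEC, the secretory cell layer of the fallopian tube, and these were analysed as 5 replicates of a single condition. Total RNA was made into libraries with a directional (strand-preserving) kit and sequenced as paired-end reads of 75 bp. The authors deposited the number of reads counted on each of 60554 genes in each library, without normalization. The total counts were 45397967, 56297160, 55184159, 61208252 and 44416460 in replicates 1 to 5. At least 1 count was found for 16977 ± 172 (SD, n = 5) protein-coding genes per library, and at least 10 counts for 15371 ± 231 (SD, n = 5). At these totals, 10 counts in a library correspond to less than 1 CPM (counts scaled to the library total), where the order of genes is uncertain. The 10 most abundant genes took 6.34% ± 0.48 (SD, n = 5) of the counts. No pair of libraries had the same counts, since the chi-square per degree of freedom lay between 93.6 and 280.5 over the 10 pairs, so each library was kept as a separate replicate. The counts were variance-stabilized with DESeq2 (vst, blind to the design) over the 41414 genes with a count in any library, which follows the measure named in the methods. A vst unit is close to a log2 unit for abundant genes and is compressed for genes with few counts, and the transformation does not correct for gene length. The paper averages expression over CCOC, EnOC, HGSOC and MOC tumors and FTSEC. The tumors were not analysed here, so the FTSEC mean stands in for that average at every value given as a weight. With a single condition, comparisons were made between genes within each library, and no test between groups of samples was run.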

Pathway enrichment analysis with the chromMAGMA-derived gene list identified 140 common pathways across all histotypes, of which seven were related to mRNA splicing and processing (considering only pathways with positive normalized enrichment scores and adjusted *P*-value < 0.05) (Fig 3A and Table S5). 

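*CHERP* (ENSG00000085872) lies on chromosome 19 of GRCh38 from 16517889 to 16542530 and *EFTUD2* (ENSG00000108883) on chromosome 17 from 44849943 to 44899662, both on the minus strand. In the 5 FTSEC libraries, *CHERP* had between 1634 and 3061 counts, or 41.3 ± 5.95 CPM, and *EFTUD2* had between 4985 and 7848 counts, or 129.8 ± 13.9 CPM (SD, n = 5). The variance-stabilized expression of *CHERP* was 11.07 ± 0.21 (SD, n = 5), at the 71.9th percentile of protein-coding genes with a count, and that of *EFTUD2* was 12.71 ± 0.17 (SD, n = 5), at the 92.3rd percentile. The difference, *CHERP* minus *EFTUD2*, was −1.64 ± 0.25 (SD, n = 5), and *CHERP* was higher in 0 of the 5 libraries (exact sign-flip permutation test, two-sided p = 0.0625, the smallest p that 5 libraries allow). Correcting for gene length moved this difference most, to −0.80 as log2(RPKM + 1). The exons of *CHERP* share 16.7% of their length with exons of *C19orf44* on the opposite strand, and it is not stated whether the counting used the strand, so some reads could have been counted for both genes. By the formula in the methods, which multiplies −log_10_(*P*-value) with expression, *EFTUD2* would carry the larger FTSEC weight of the pair at an equal *P*-value.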

Spliceosome factors *CHERP* and *EFTUD2* were the top 2 (out of 349) most significant genes related to mRNA splicing in the weighted chromMAGMA gene list. In addition, 20 of the common pathways were terms related to transcription or chromatin, including RNA polymerase II activity and transcription factor activities (Fig 3A). 

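*SIN3B* (ENSG00000127511, chromosome 19 of GRCh38 from 16829400 to 16880353), *NFE2L1* (ENSG00000082641, chromosome 17 from 48048329 to 48061487) and *MED26* (ENSG00000105085, chromosome 19 from 16574907 to 16629062) were all detected in each of the 5 FTSEC libraries. *NFE2L1* was the most abundant, with at least 12332 counts in every library and a variance-stabilized expression of 14.08 ± 0.24 (SD, n = 5). *SIN3B* had at least 2792 counts in every library and an expression of 12.02 ± 0.29 (SD, n = 5). *MED26* was the lowest, with at least 450 counts in every library and an expression of 9.03 ± 0.10 (SD, n = 5). These levels correspond to the 97.9th, 85.8th and 43.4th percentiles of protein-coding genes. *SIN3B* minus *NFE2L1* was −2.06 ± 0.14 (SD, n = 5), and *SIN3B* minus *MED26* was 2.98 ± 0.29 (SD, n = 5). Both differences had the same sign in all 5 libraries and exceeded the spread between libraries, although the exact sign-flip permutation test cannot go below the two-sided p = 0.0625 that each gave. The exons of *MED26* share 27.2% of their length with another annotated gene on the same strand, whose reads could have been counted for *MED26* as well.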

DNA-binding transcription factors *SIN3B* and *NFE2L1* were the top 2 most significant genes (out of 1,746) in the weighted chromMAGMA gene list and the transcription mediator complex coactivator *MED26* ranked third. Histotype-specific pathways were also observed for CCOC (195 pathways), EnOC (58 pathways), HGSOC (17 pathways), LGSOC (30 pathways), and MOC (70 pathways) (Fig 3B). In contrast, pathway gene set enrichment with conventional MAGMA had no enriched pathways that passed the *P* < 0.05 (after adjustment for multiple comparisons) threshold across all histotypes.

**Figure 3.**
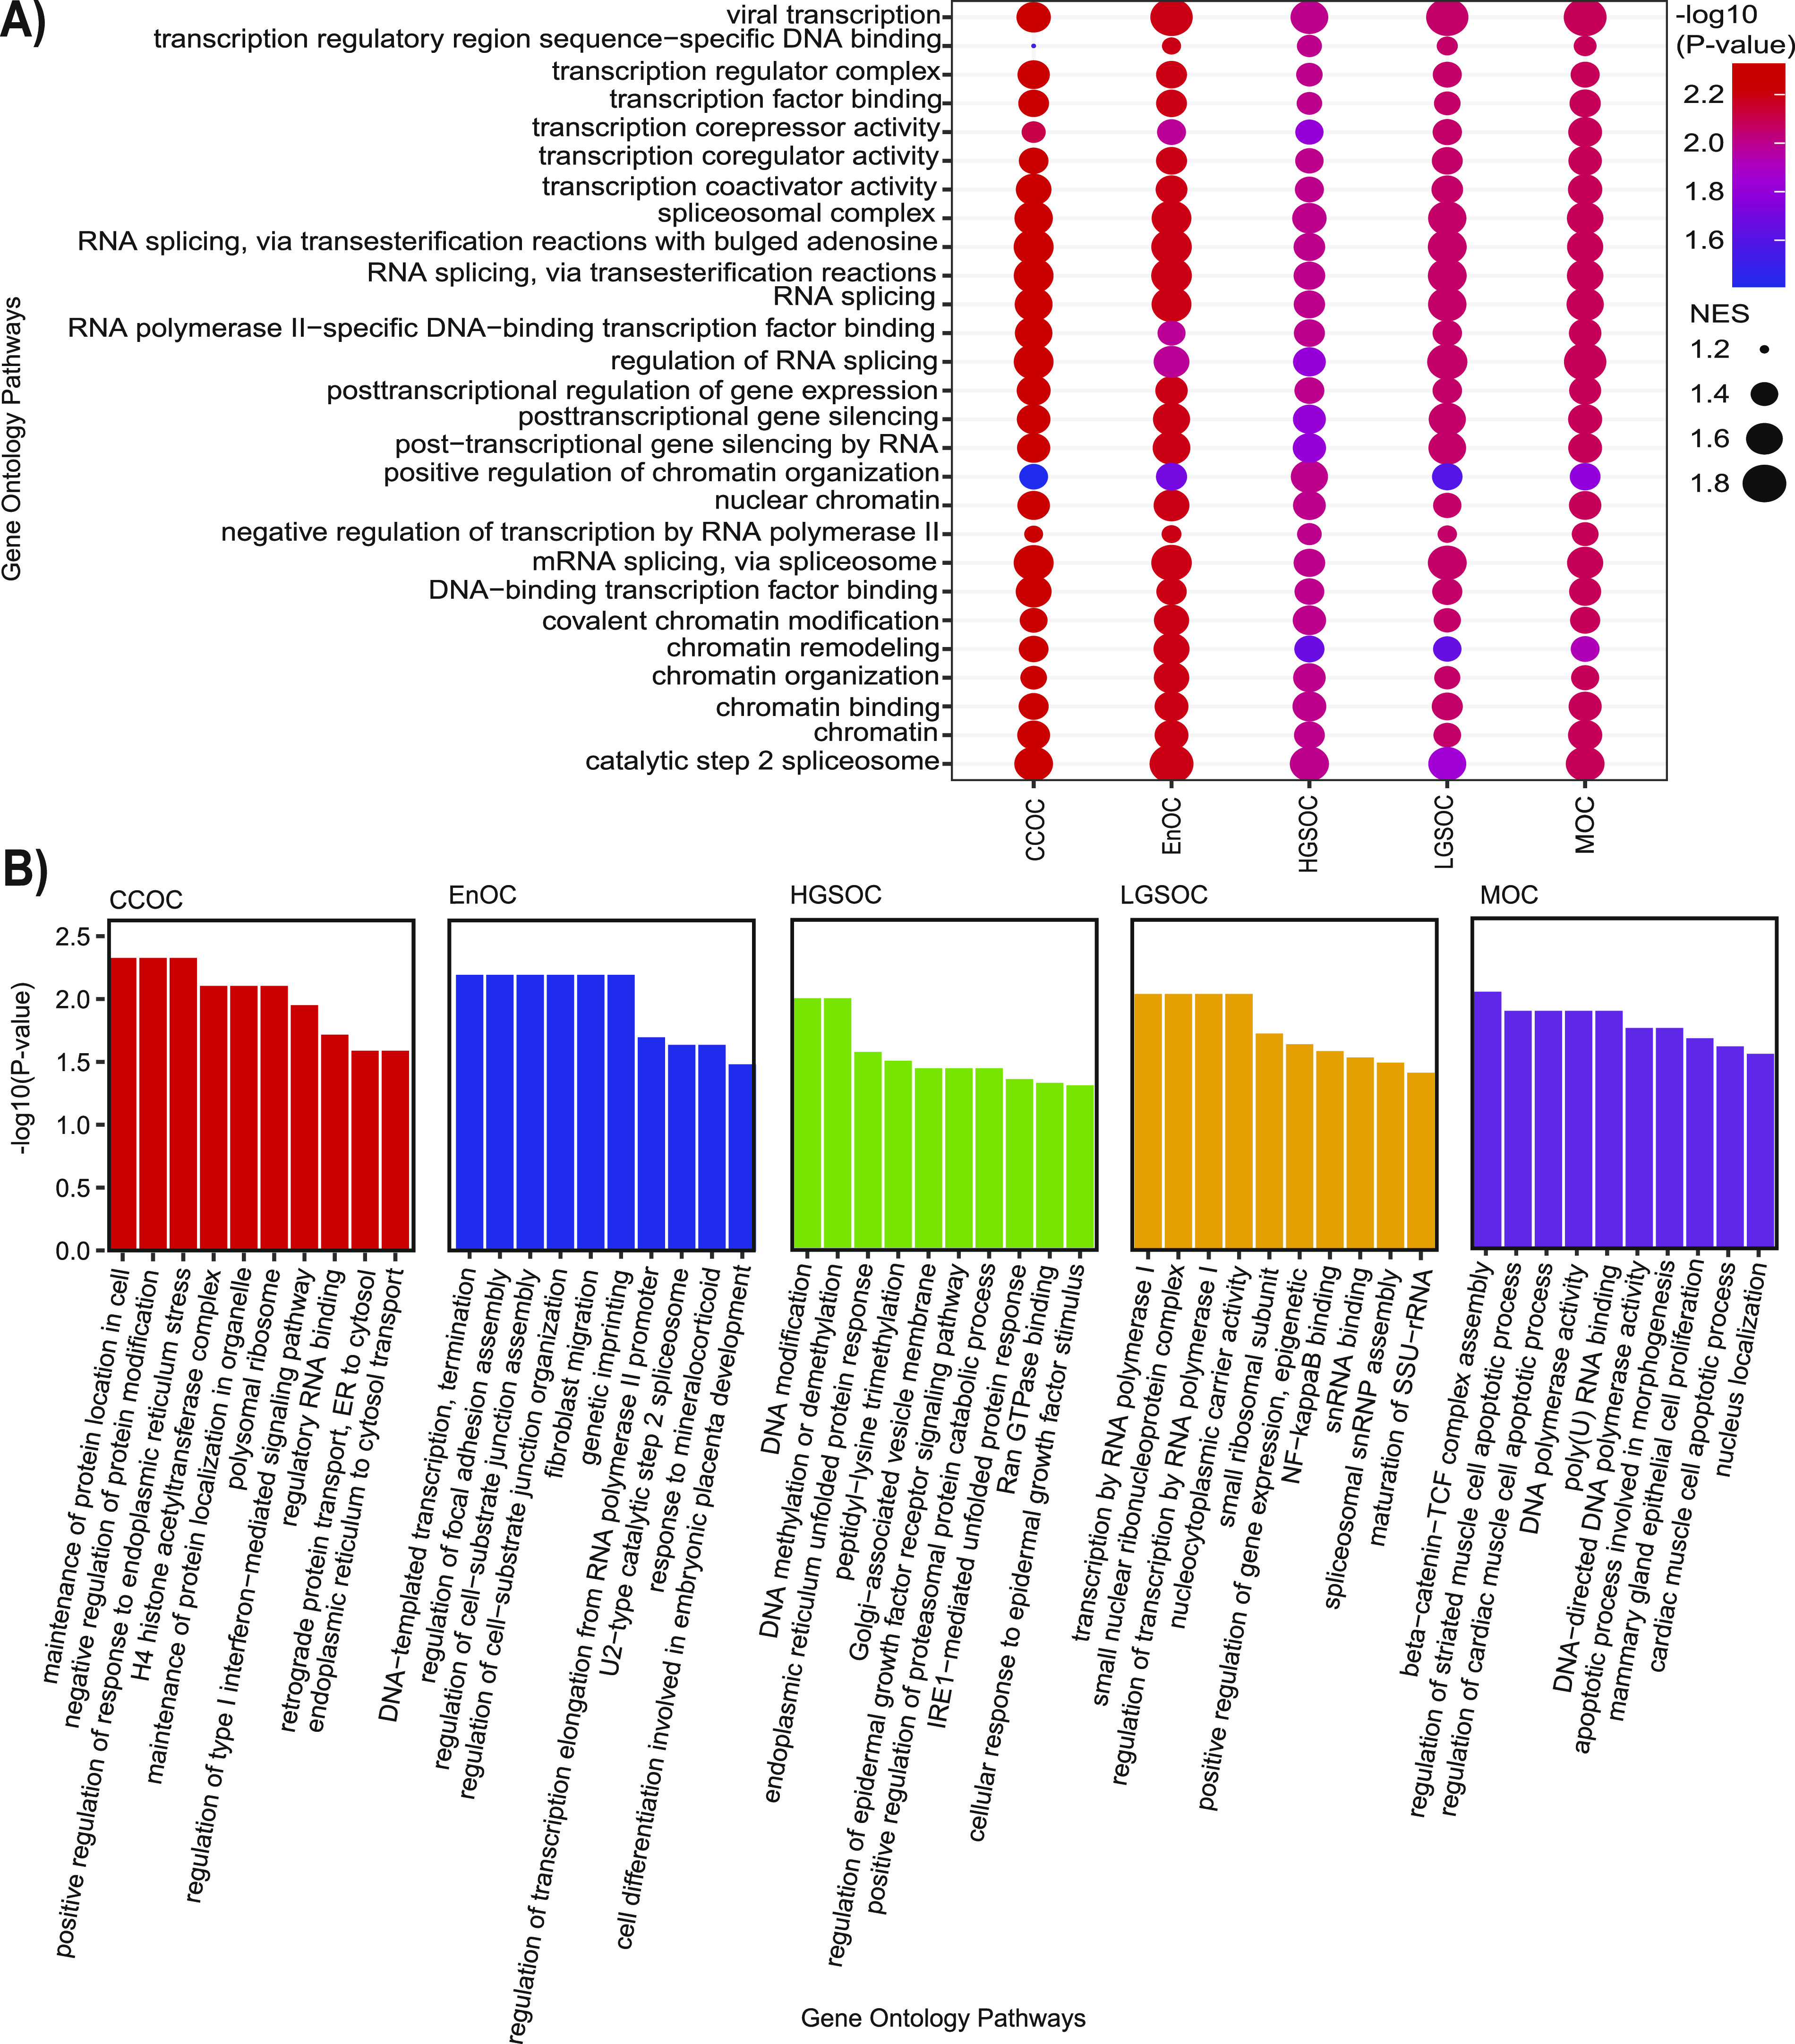
chromMAGMA identifies histotype-specific as well as common pathways involved in epithelial ovarian cancer risk. **(A)** Dot plot representing transcription, splicing, and chromatin related pathways that were enriched in risk genes nominated in all histotypes by chromMAGMA. **(B)** Bar plots representing the top 10 histotype-specific chromMAGMA pathways based on normalized enrichment score. NES, normalized enrichment score; CCOC, clear cell ovarian cancer; EnOC, endometrioid ovarian cancer; HGSOC, high-grade serous ovarian cancer; LGSOC, low-grade serous ovarian cancer; MOC, mucinous ovarian cancer.

Table S5 ClusterProfiler pathway gene set enrichment.

### Super-enhancer–associated transcription factors are associated with EOC risk

TFs bind in a sequence-specific manner at promoters and enhancers to regulate gene expression, and both expression of TFs and TF binding sites are often involved in risk (12). Cancer cells are often dependent on TFs whose expression is propelled by large clusters of enhancers termed super-enhancers or stretch enhancers (39). Of 1,671 known human TFs, 257, 220, 202, and 247 TFs are associated with super-enhancers in CCOC, EnOC, HGSOC, and MOC, respectively (Table S6). Using chromMAGMA we identified super-enhancer–associated TFs as enriched for association with risk at *P*-value < 0.05; FDR (q-value) < 0.25 for all histotypes except LGSOC, as LGSOC tissue H3K27ac ChIP-seq data were not available (Fig 4A) (27, 40, 41). By contrast, super-enhancer–associated TFs were only significantly enriched for HGSOC risk (*P*-value < 0.05; FDR q-value < 0.25) when using gene-level statistics derived from conventional MAGMA. 

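The order of the leading-edge TFs in Table S7 was set beside their expression in the 5 FTSEC libraries. The methods break ties with expression averaged over 4 tumor histotypes and FTSEC. FTSEC expression is thus part of what set the listed order, and a share above that of random order was built in. The p-values below describe how far FTSEC alone follows that stated procedure, and are no independent result. Of the 495 entries of the table over the 4 histotypes, 494 matched a gene with FTSEC counts. Entries of one histotype with the same −log_10_(*P*-value) formed 40 groups, which gave 101 tied pairs. In 88 of the 101 pairs (87.1%), the TF listed first had the higher mean FTSEC expression (permutation of expression within groups, 100000 resamples, one-sided p = 1e-05, the smallest p they can give). The share was 92.3% of 13 pairs in CCOC, 83.3% of 36 in EnOC, 84.2% of 19 in HGSOC and 90.9% of 33 in MOC, with Benjamini-Hochberg adjusted permutation p-values over the 4 histotypes of 0.00279, 0.00166, 0.0145 and 0.00028. Some pairs recur in several histotypes. Counted once each, 67 of 75 distinct pairs (89.3%) were in the order of expression (permutation p = 1e-05, the smallest that 100000 resamples can give), a count chosen after the values were seen. The pairs listed in the order of expression differed by a median of 2.10 vst units and the 13 others by 0.33. Restricting the genes to those with at least 10 counts in every library moved the share most among the alternatives set in advance, to 80.3% (49 of 61 pairs), so part of the share rests on pairs that include a gene with few counts. Across unequal *P*-values, the listed rank never went against −log_10_(*P*-value) in any of the 4 histotypes.

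**Figure D1:**
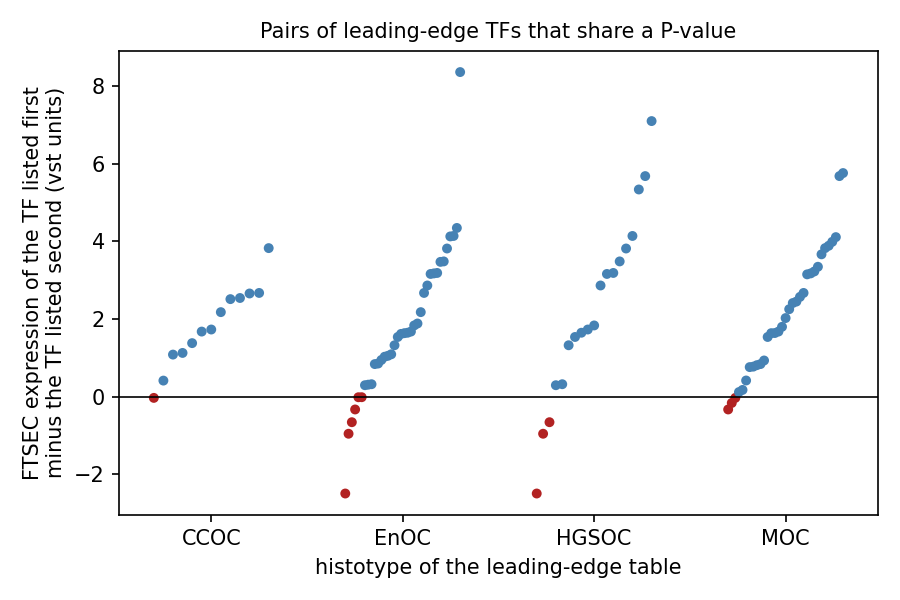
Each point is a pair of leading-edge TFs of Table S7 that share a *P*-value, arranged by histotype on the x axis. The y axis is the mean FTSEC expression of the TF listed first minus that of the TF listed second, in vst units (n = 5 libraries). The 88 blue points above 0 are pairs listed in the order of expression, and the 13 red points are the others.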

Leading-edge analysis was performed to identify the super-enhancer–associated TFs overrepresented in the top ranks of chromMAGMA gene-level associations. TFs previously implicated in EOC development including 6/14 candidate master regulators for HGSOC based on a recent pan-cancer gene expression analysis were implicated in EOC risk (Table S7). Three of these factors (PAX8, SOX17, and MECOM) are functionally validated master regulators of HGSOC development (Fig 4B) (42). 

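*PAX8* (ENSG00000125618, chromosome 2 of GRCh38 from 113215997 to 113278950) had between 7447 and 37149 counts in the FTSEC libraries, and its variance-stabilized expression was 13.67 ± 0.83 (SD, n = 5). *SOX17* (ENSG00000164736, chromosome 8 from 54457935 to 54460888) reached 12.18 ± 0.55 (SD, n = 5), and *MECOM* (ENSG00000085276, chromosome 3 from 169083499 to 169663618) reached 12.74 ± 0.13 (SD, n = 5). The exons of *PAX8* share 9.26% of their length with the antisense gene *PAX8-AS1*. *PAX8* lay at the 96.9th, *MECOM* at the 92.5th and *SOX17* at the 87.6th percentile of protein-coding genes. This order depended on the measure. With log2(RPKM + 1), *SOX17* was highest at the 94.7th percentile, with *PAX8* at the 94.0th and *MECOM* at the 84.3rd. Multiplying the −log_10_(*P*-value) that the paper lists for HGSOC in Table S7 with FTSEC expression gave a weighted *P*-value of 94.8 ± 5.79 (SD, n = 5) for *PAX8*, below the 147.5 ± 4.95 (SD, n = 5) of *NR2F6* in all 5 libraries. *MECOM* had a weighted *P*-value of 26.3 ± 0.27 (SD, n = 5), against 25.3 ± 1.34 for *ESR1* and 21.9 ± 1.87 for *WT1* (SD, n = 5). The paper's −log_10_(*P*-value) is lower for *MECOM* (2.07) than for *ESR1* (2.29) and *WT1* (2.19), and Table S7 lists them in that order, with *ESR1* at rank 1564, *WT1* at 1855 and *MECOM* at 2194. The ranks in Table S7 followed the unweighted −log_10_(*P*-value) in all 4 histotypes. Multiplication with FTSEC expression would have changed the order of 17.9% of untied pairs in HGSOC. This argues against a multiplied order, with FTSEC as the weight, behind the ranks of Table S7. Which order entered the pathway enrichment was not determined here. The comparisons of *MECOM* were added after the expression values had been seen. *MECOM* exceeded *WT1* by 4.42 ± 1.83 (SD, n = 5), in 5 of 5 libraries (exact sign-flip permutation test, two-sided p = 0.0625, the smallest possible). Its difference from *ESR1*, 1.06 ± 1.36 (SD, n = 5), was within the spread between libraries on the vst scale (positive in 4 of 5, exact sign-flip permutation test, two-sided p = 0.1875), but exceeded it as log2(CPM + 1), at 2.34 ± 1.35 (SD, n = 5). Table S7 lists *SOX17* for EnOC and not for HGSOC, so no HGSOC weighted *P*-value was computed for it. The scale of the weight moved these values most: with log2(RPKM + 1) as the expression measure, *PAX8* had a weighted *P*-value of 35.6.

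**Figure D2:**
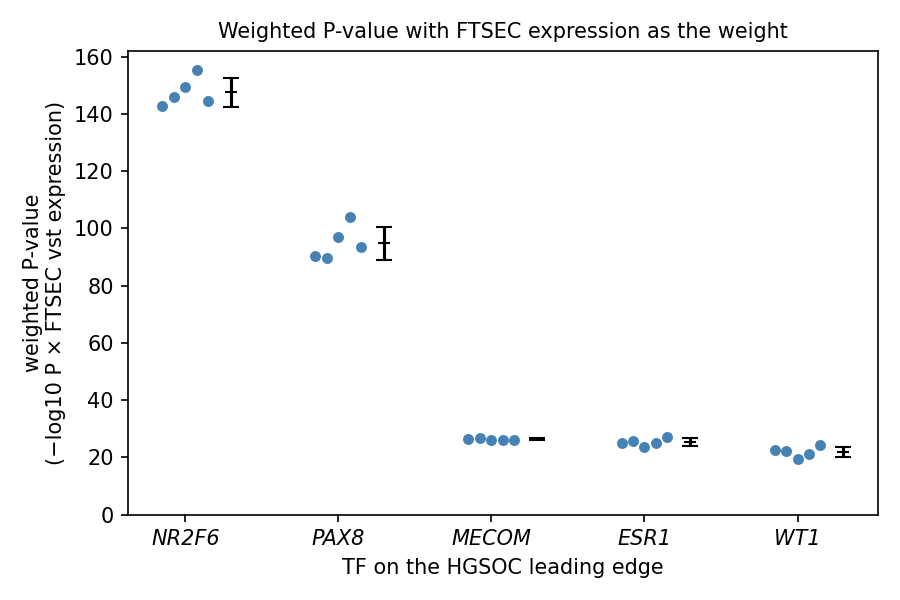
Weighted *P*-value (y axis, −log10 *P* from Table S7 multiplied with FTSEC vst expression, no unit) of 5 TFs on the HGSOC leading edge. Each blue point is 1 of the 5 FTSEC libraries, and the black mark beside them is the mean with its SD. *NR2F6* and *PAX8* stand apart, while *MECOM* and *ESR1* overlap.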

*HNF1B*, a CCOC biomarker and a key regulator of CCOC tumorigenesis (43, 44), was also on the leading edge of the clear cell ovarian cancer analysis (Fig 4B).

Table S6 Super-enhancer–associated transcription factors.

**Figure 4.**
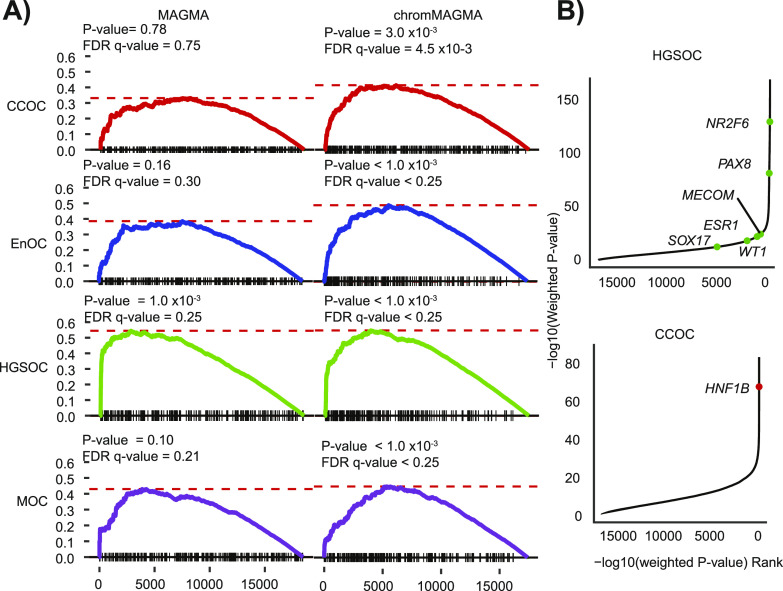
Super-enhancers upstream of transcription factors are associated with histotype-specific epithelial ovarian cancer risk. **(A)** Gene set enrichment plot of super-enhancer–associated TFs from each epithelial ovarian cancer histotype from Corona et al (2020) (45) in conventional MAGMA and chromMAGMA. **(B)** Gene −log_10_(*P*-value) versus gene rank based on −log10(*P*-value) with known genes implicated in CCOC and HGSOC from the leading-edge list of the super-enhancer–associated TF gene set enrichment analysis highlighted. CCOC, clear cell ovarian cancer; EnOC, endometrioid ovarian cancer; HGSOC, high-grade serous ovarian cancer; LGSOC, low-grade serous ovarian cancer; MOC, mucinous ovarian cancer; NMOC, all non-mucinous ovarian cancers.

Table S7 Transcription factors on the leading edge of the super-enhancer–associated TF analysis.

### Gene set enrichment analysis of TF cistromes

In addition to TFs being the target of risk SNPs, noncoding SNPs may also impact disease risk by modifying TF binding within enhancers to impact gene expression (46, 47, 48). Therefore, we asked whether target genes of specific TFs are disproportionally impacted by EOC risk SNPs in chromMAGMA. For this analysis we asked if TF-specific gene sets in the Molecular Signatures database (MsigDB) are enriched in the ranked gene list from chromMAGMA (49, 50) (Table S8). TF targets are defined as genes with motifs located within 4 kb around their transcription start sites by MsigDB.

Table S8 Gene set enrichment analysis for MsigdB TF targets in risk-associated gene sets.

We first explored the PAX8 target gene sets in HGSOC, where we have previously identified an enrichment of PAX8 target gene sets in this histotype (51). PAX8 is represented by two gene sets in MsigDB: PAX8_B contains 106 genes and PAX8_01 contains 39 genes, with 23 genes in common across the two sets. When ranked by the normalized enrichment score, PAX8_B ranked 24/573 (*P*-value = 0.032, FDR q-value = 0.098) and PAX8_01 ranked 42/573 (*P*-value = 0.13, FDR q-value = 0.34) in MAGMA. With chromMAGMA, the PAX8 target gene sets ranked higher, with PAX8_B ranked 1/573 (*P*-value < 1.0 × 10^−3^, FDR q-value = 0.115), and PAX8_01 ranked 12/573 (*P*-value = 0.040, FDR q-value = 0.18). We also explored chromMAGMA performed for NMOC, and this analysis identified targets of EVI1, also known as MDS1 and EVI1 Complex Locus (MECOM) as a significant gene set not identified in MAGMA (MsigDB-EVI1_05 *P*-value = 1.0 × 10^−3^, FDR q-value = 0.17; MsigDB-EVI1_04; *P*-value = .041, FDR q-value = 0.15; MsigDB-EVI1_03; *P*-value = 4.6 × 10-2, FDR q-value = 0.229). MECOM is a known master regulator TF in HGSOC that is functionally involved in disease pathogenesis (52, 53). Leading-edge analysis was performed for MsigDB-PAX8_B and MsigDB-EVI1_05 to identify the candidate susceptibility genes potentially regulated by PAX8 and MECOM. This analysis identified 29 and 49 candidate susceptibility genes regulated by PAX8 and MECOM, respectively. *HOXB5*, *HOXB7*, *HOXB8*, and *NEUROD6* genes were common target genes between the two factors. *HOXB5*, *HOXB7*, and *HOXB8* are homeobox superfamily TFs highly expressed in HGSOC and associated with poor survival (54).

We then used chromMAGMA to discover additional TFs not previously implicated in EOC risk with histotype specificity in consideration. Because one transcription factor can be represented by multiple gene sets, the gene set with the most significant *P*-value was chosen to represent each transcription factor and, furthermore, NMOC was excluded from this analysis as this histotype dataset is a combination of all other subgroups except for MOC. Considering *P*-value <0.05 and FDR cutoff of < 0.25, we identified 113 transcription factors implicated in EOC risk. Of these 113 transcription factors, 13 were specific to CCOC, 4 to EnOC, 5 to HGSOC, 7 to LGSOC, 9 to MOC, and seven common across all five histotypes (Figs 5A and S4). *SOX9* was identified as a CCOC-specific TF in which its downstream regulatory targets are enriched for risk SNPs. A recent single-cell RNA sequencing study of the human endometrium (hypothesized tissue-of-origin for CCOC) grouped SOX9-positive epithelial cells of the endometrium as a regenerating and proliferative subset (55).

**Figure 5.**
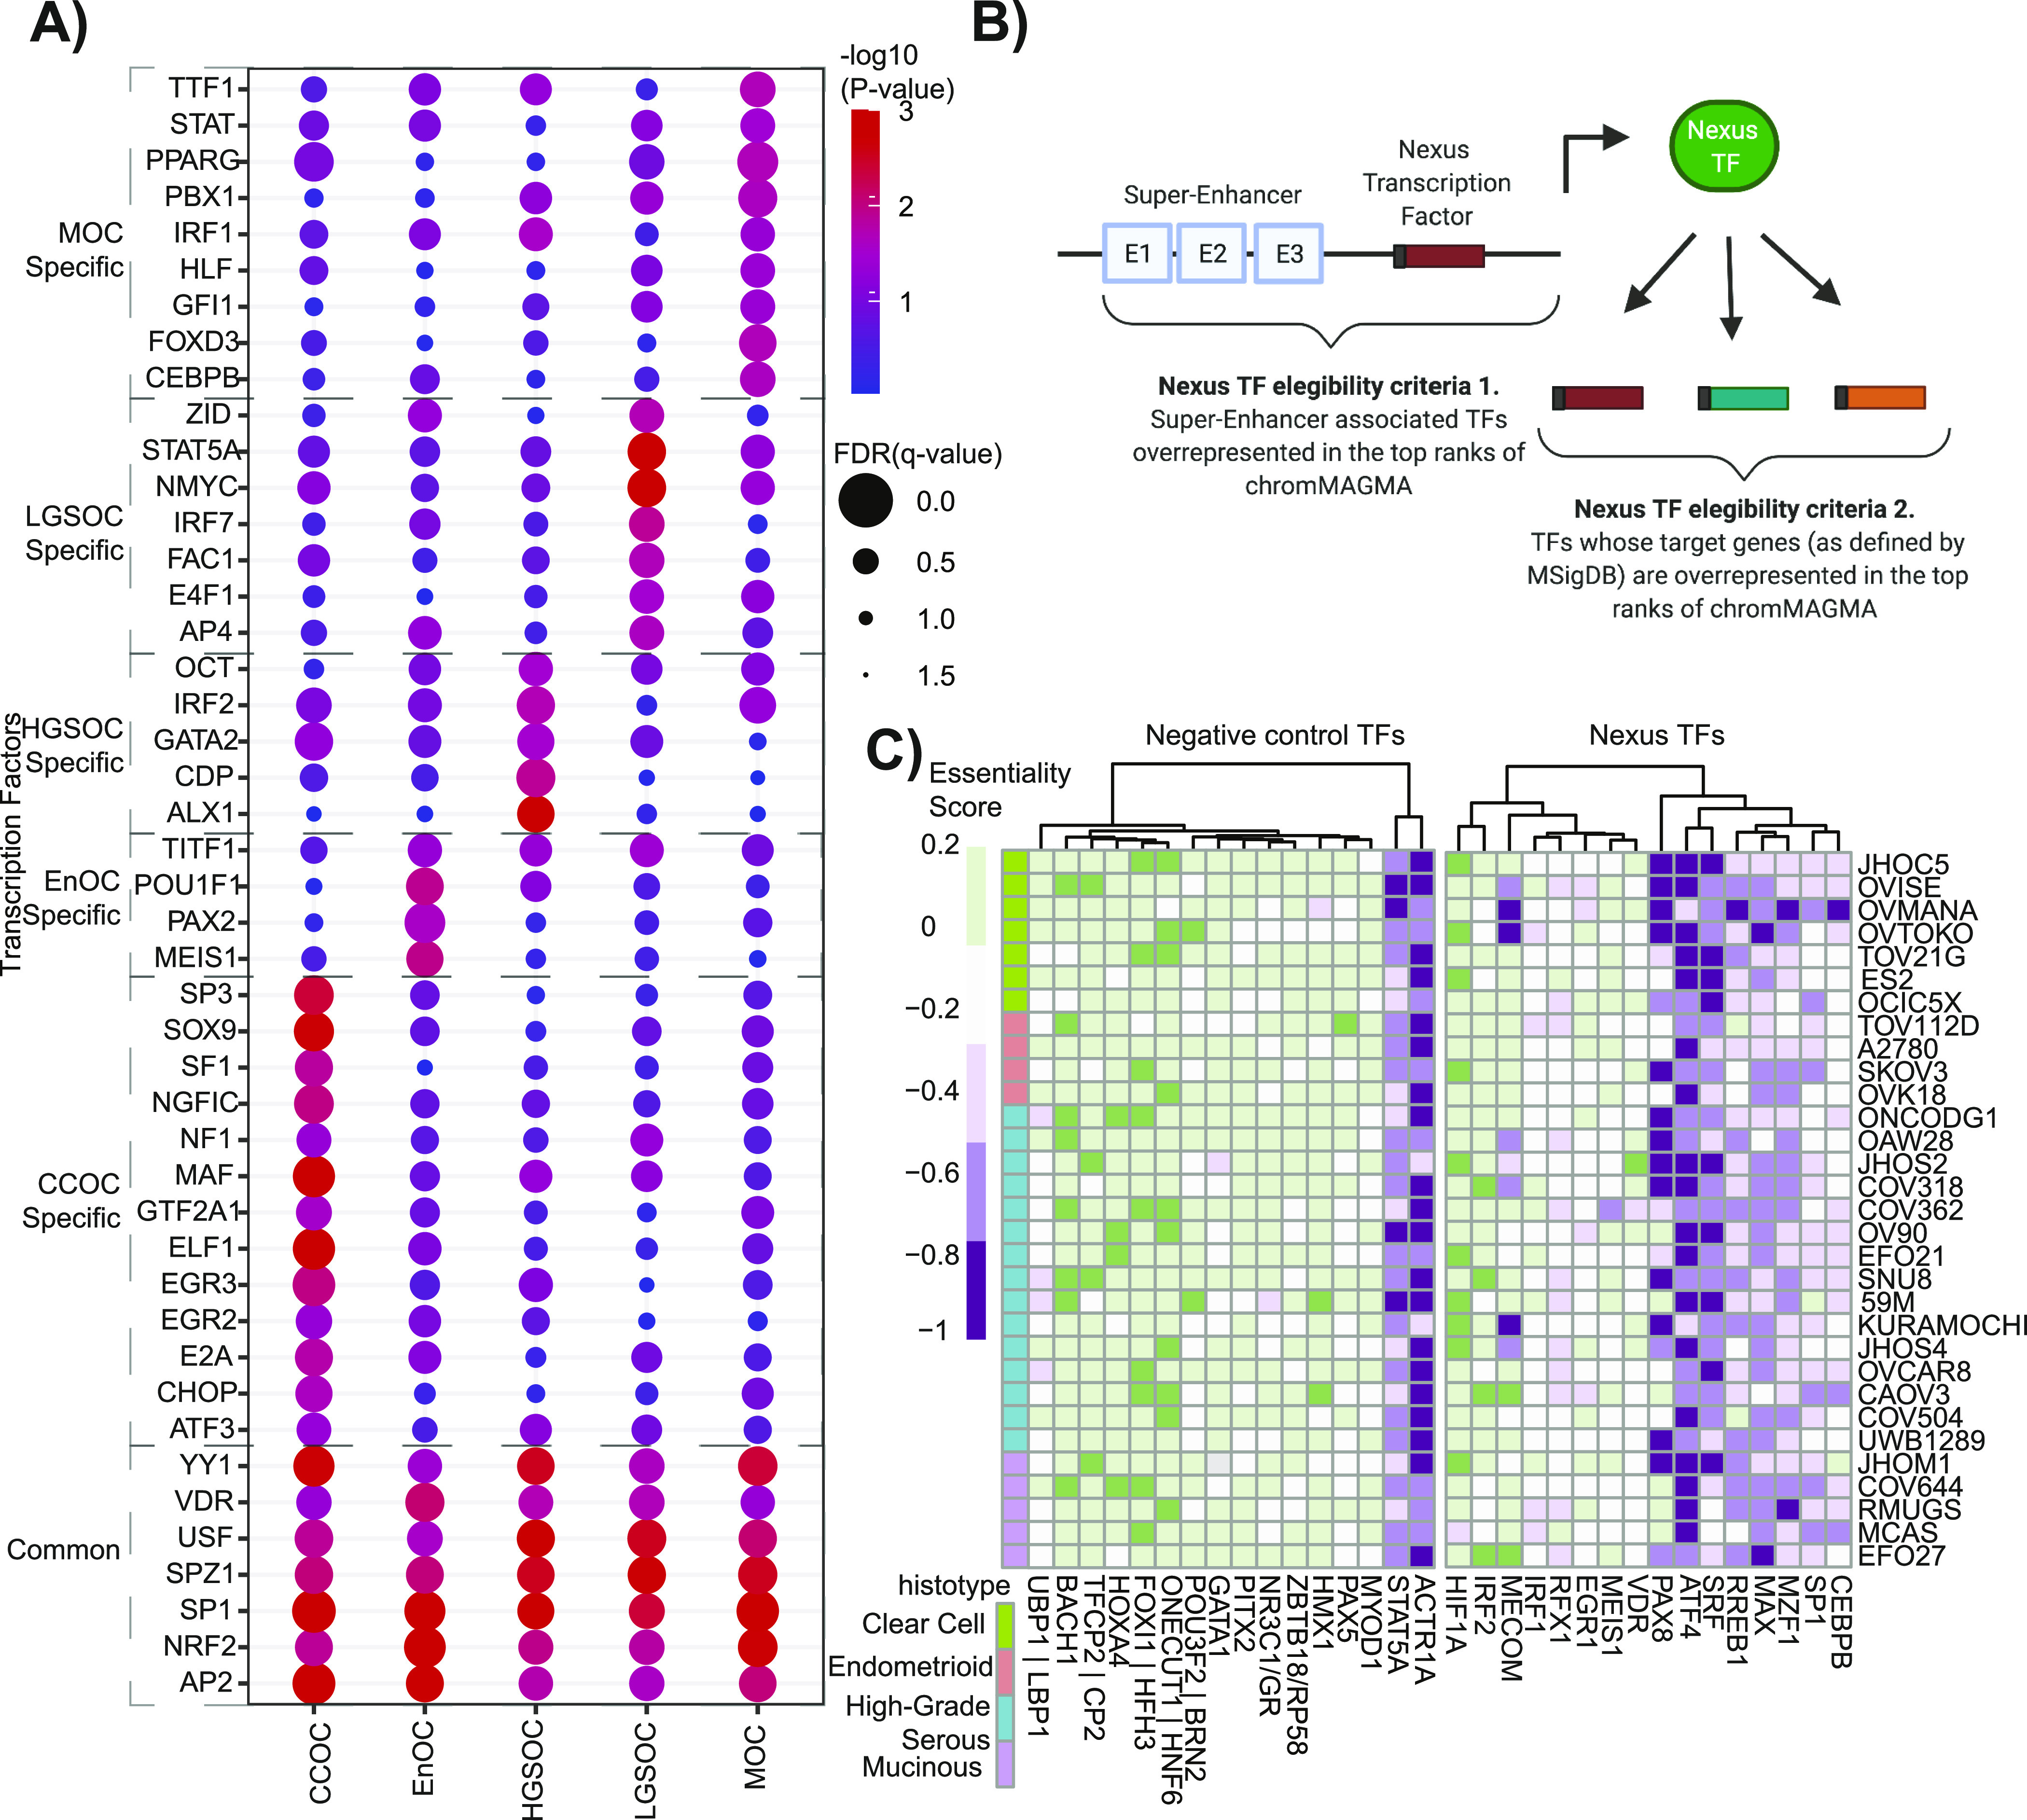
Transcription factor networks in epithelial ovarian cancer risk. **(A)** Genome-wide significant Molecular Signatures Database transcription factor target (MsigDB “TFT_legacy”) gene sets (*P*-value < 0.05 and FDR cutoff of <0.25) across EOC histotypes. **(B)** Schematic depiction of the definition of a “Nexus TF.” Top ranks = leading edge of the gene set enrichment analysis. **(C)** Heat map displaying the essentiality score of Nexus TFs in epithelial ovarian cancer lines (data from Depmap.org). Columns clustered using unsupervised hierarchical clustering (method = K-means). CCOC, clear cell ovarian cancer; EnOC, endometrioid ovarian cancer; HGSOC, high-grade serous ovarian cancer; LGSOC, low-grade serous ovarian cancer; MOC, mucinous ovarian cancer; NMOC, all non-mucinous ovarian cancers.

**Figure S4.**
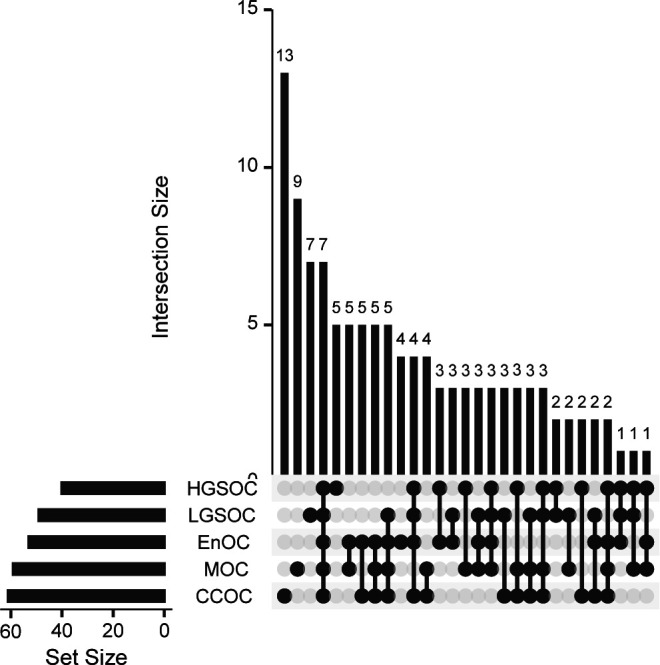
Upset plot displaying super-enhancer–associated TFs whose target genes are enriched for epithelial ovarian cancer risk by histotype.

Finally, we set to identify TFs that are likely to be directly regulated by risk SNPs and where risk SNPs also modify TF downstream binding, hereinafter termed as “nexus TFs.” Nexus TFs were defined as TFs that were (1) on the leading edge of the super-enhancer–associated TF gene set enrichment analysis and (2) TF target gene sets from MsigDB that were significantly enriched in chromMAGMA for each respective histotype (Fig 5B and Table S9). 16 TFs such as PAX8 were identified for HGSOC and EnOC, along with novel TFs implicated in EOC such as SP1, a TF implicated in a variety of biological processes across multiple cancer types (56). CRISPR-Cas9 knock-out screen from DepMap revealed that although there is heterogeneity across cell lines and histotypes, EOC lines are largely dependent on *RREB1*, *ATF4*, *MAX*, *PAX8*, *MZF1*, and *SRF* (average essentiality scores ≤ −0.4; average score for pan-essential genes = −1) and *SP1*, *MECOM*, and *CEBPB* (average essentiality scores ≤ −0.3) (Fig 5C and Table 1) (32). By comparison, negative control TFs that were (1) not on the leading edge of the super-enhancer–associated TF gene set enrichment analysis and (2) bottom 16 of the TF target gene sets from MsigDB were less likely to be essential in EOC cell lines (Fig 5C). In total 9/16 nexus TFs showed at least modest dependency (average essentiality scores ≤ −0.3) in at least one histotype, compared with 2/16 negative control TFs. These results imply that TFs on the nexus of risk through genetic variation both in upstream REs and downstream binding sites can be identified in chromMAGMA and are often essential genes in EOC.

Table S9 List of TFs on the “Nexus” of epithelial ovarian cancer risk.

**Table 1.** Average essentiality scores for Nexus TFs across epithelial ovarian cancer cell lines.

	CCOC		EnOC		HGSOC		MOC	
TF	Mean essentiality score	SD	Mean essentiality score	SD	Mean essentiality score	SD	Mean essentiality score	SD
EGR1	−0.12	0.21	−0.03	0.19	−0.15	0.11	−0.11	0.10
RREB1	−0.47^a^	0.20	−0.19	0.16	−0.43^a^	0.16	−0.52^a^	0.22
SP1	−0.34^b^	0.22	−0.37^b^	0.23	−0.29	0.20	−0.50^a^	0.08
ATF4	−0.76^a^	0.18	−0.73^a^	0.06	−0.78^a^	0.20	−0.91^a^	0.26
HIF1A	0.34	0.36	0.15	0.10	0.14	0.10	0.06	0.30
MECOM	−0.34^b^	0.61	0.10	0.04	−0.23	0.38	0.10	0.12
MEIS1	−0.01	0.06	−0.04	0.16	−0.11	0.16	−0.04	0.15
VDR	−0.05	0.13	−0.09	0.14	−0.06	0.12	−0.13	0.07
IRF2	−0.04	0.09	0.04	0.04	0.10	0.18	0.02	0.21
MAX	−0.58^a^	0.16	−0.47^a^	0.10	−0.52^a^	0.15	−0.62^a^	0.12
PAX8	−0.98^a^	0.66	−0.36	0.40	−0.71^a^	0.58	−0.25	0.44
CEBPB	−0.40^b^	0.25	−0.18	0.05	−0.30^b^	0.13	−0.28	0.32
IRF1	−0.16	0.10	−0.17	0.13	−0.09	0.07	−0.20	0.13
MZF1	−0.56^a^	0.28	−0.48^a^	0.17	−0.51^a^	0.11	−0.58^a^	0.23
RFX1	−0.15	0.11	−0.25	0.14	−0.26	0.11	−0.24	0.18
SRF	−0.76^a^	0.17	−0.52^a^	0.16	−0.67^a^	0.14	−0.48^a^	0.29
AR	−0.12	0.14	−0.11	0.05	−0.01	0.13	−0.06	0.08

a Mean essentiality score ≤ −0.4.

b Mean essentiality score ≤ −0.3.

Mean essentiality score represents the average essentiality score for all cell lines associated with each epithelial ovarian cancer histotype. CCOC, clear cell ovarian cancer; EnOC, endometrioid ovarian cancer; HGSOC, high-grade serous ovarian cancer; LGSOC, low-grade serous ovarian cancer; MOC, mucinous ovarian cancer; NMOC, all non-mucinous ovarian cancers; SD, standard deviation.

## Discussion

Most common risk polymorphisms associated with complex traits in GWAS are located in the noncoding portion of the genome (57). These noncoding risk polymorphisms likely modify the activity of noncoding regulatory elements to impact the expression of a target gene (or genes) that play a role in disease susceptibility (3). Identifying the risk RE and target gene remain two main challenges in post-GWAS functional work because REs outside of promoters are tissue specific and can interact with transcription start sites over large linear genomic distances (58). Here we built chromatin-MAGMA, or “chromMAGMA,” to prioritize candidate risk REs and target genes based on the landscape of gene regulation in a specific tissue type. chromMAGMA first maps SNPs to user-defined tissue-specific regulatory element landscapes. REs are linked to likely target genes using the GeneHancer database, or any other resource. The collection of annotated active REs can then be interrogated at the gene level, or gene set level. Here we focused on epithelial datasets representing the tumor type of interest, plus likely precursor cell types; however, analogous datasets for other cell types could also be interrogated, where available.

We tested the performance of chromMAGMA using the largest EOC GWAS dataset to date, consisting of 26,151 EOC cases and 105,724 controls (Coetzee S, Dareng EO, Peng P, Rosenow W, Tyrer JP (2021) Integrative multi-omics analyses to identify the genetic and functional mechanisms underlying ovarian cancer risk regions. (Submitted for Publication) combined with disease-relevant Müllerian active REs and RE-to-gene contact maps from the GeneHancer database. We contrasted the RE-centric chromMAGMA to genes nominated by conventional MAGMA. Overall, chromMAGMA assigned lower *P*-values to genes compared to MAGMA, in line with evidence that SNPs are enriched in active REs, validating the overall premise of this approach (2, 3, 4, 5). Orthogonal evidence to validate the chromMAGMA approach came from concordant results between chromMAGMA and alternative functional approaches to nominate candidate EOC susceptibility genes, including proximity, chromosome conformation capture assays, and quantitative trait locus-based analyses. Of particular note is that chromMAGMA identified previously validated candidate genes in scenarios where large genomic distances or multiple genes lie between the candidate causal risk SNPs and the risk gene. This highlights how the chromMAGMA approach represents an efficient route to candidate gene nomination that incorporates the benefits of popular existing methods, while avoiding some of the limitations associated with those techniques. For example, chromMAGMA circumvents the distance bias of both eQTL analyses (which are often only powered to identify local *cis* interactions) or analyses that leverage chromatin interactome data (which conversely cannot resolve short-range interactions, which poses a particular challenge in gene-dense regions).

In addition to validating known risk genes, chromMAGMA provided insights into EOC risk that have not been achieved using previous methods. Pathway analysis of the chromMAGMA ranked gene list revealed enrichments of mRNA processing and splicing pathways across all histotypes, indicating that noncoding risk SNPs falling on REs regulate genes within these pathways. Whereas splicing events have been recently associated with EOC risk (59), components of splicing machinery have not been implicated in EOC risk previously. Transcriptional regulation pathways were also enriched in risk genes highly ranked by chromMAGMA, particularly super-enhancer–associated transcription factors (such as *PAX8* in HGSOC and *HNF1B* in CCOC). A study incorporating long-range, noncoding chromatin interactions from Hi-C with MAGMA (H-MAGMA) in nine neuropsychiatric disorders also found common pathways in transcriptional regulation/RNA splicing (60). These results suggest that risk variants impacting such pathways may be common occurrences across complex traits. As TFs can be both targets and mediators of risk SNPs, we identified a set of “Nexus TFs,” that is, transcription factors with oncogenic transcriptional properties that are enriched for risk variation both in its upstream *cis* regulatory element and in its downstream target binding sites. Gene dependency data prioritized nine transcription factors, which included master regulators of HGSOC–*PAX8* and *MECOM*. PAX8 and MECOM are known to co-occupy most of the chromatin marked by H3K27ac active regions in HGSOC and may be contributing to the differential regulation of HGSOC-relevant risk gene (42).

Whereas our study used H3K27ac chromatin immunoprecipitation data, a widely available mark of active chromatin, other technologies and epigenetic marks—such as other histone post-translational modifications, transcription factor binding sites, open chromatin regions, and methylation profiles—are all compatible with chromMAGMA. In this study, we used GeneHancer active regulatory-element-to-gene contact map data (28). GeneHancer is the most comprehensive catalogue of gene-regulatory element associations currently available and comprised RE-to-gene maps represented by 46 tissue types. One limitation to this approach is that Müllerian tissues are not well represented in the GeneHancer database and could be missing interactions unique to gynecologic tissues. Alternative data types, such as in silico maps of RE–promoter interactions inferred from ATAC-seq data (61) or genome-wide data from epigenome and genome editing screens could be incorporated to create tissue-specific maps of gene-RE assignments. Another limitation of chromMAGMA is the necessary step of assigning a representative RE to a single gene for the generation of gene-level statistics. In this study, genes were mapped 1:1 to the RE with the most significant *P*-value. This step simplifies the biological complexity of multiple REs influencing a gene in an additive (62, 63), or sometimes hierarchal manner (64, 65), but for some genes, may miss a critical aspect of transcriptional regulation relevant to risk. Integration of chromMAGMA with data from perturbation (66), massively parallel reporter (67) assays and eRNA signatures (68) may be a superior way to prioritize REs associated with each gene. Overall, chromMAGMA is a flexible approach that can be readily adapted to prioritize candidate risk genes and regulatory elements for a wide array of phenotypes.

## Materials and Methods

### MAGMA

MAGMA uses the *P*-values of SNPs and local linkage disequilibrium to assign SNPs to gene locations, and then aggregates SNPs within the same gene body using a hypergeometric distribution (6). These genes are then ranked by ranking the −log_10_(*P*-value). The greater the −log_10_(*P*-value), the greater the number and/or significance of GWAS SNPs lying within the interval of the gene. MAGMA requires two external data sources: a list of GWAS SNPs with associated *P*-values from that of GWAS, number of participants, and a list of annotations linking gene names to intervals in the genome.

GWAS data came from the Ovarian Cancer Association Consortium (OCAC) study of 26,151 cases and 105,274 controls participants (Coetzee S, Dareng EO, Peng P, Rosenow W, Tyrer JP (2021) Integrative multi-omics analyses to identify the genetic and functional mechanisms underlying ovarian cancer risk regions. (Submitted for Publication). The GWAS data contained SNP *P*-values for five histotypes of ovarian cancer: high-grade serous, low-grade serous, clear cell, endometrioid, mucinous, and a composite category of all non-mucinous histotypes. Gene locations are from the NCBI build 37. Significant genes were identified by filtering genes whose *P*-values were less than the Bonferroni-corrected value of 2.70 × 10^−6^.

### chromMAGMA

A list of all REs (hg19) and corresponding gene targets was obtained from GeneHancer (v4.7) a publicly available database of RE-to-gene maps (28). GeneHancer captures a broad universe of RE activity which we wished to reduce to those specific to ovarian cancer and precursor cell states. We used a dataset of H3K27ac peaks derived from clear cell (number of non-unique peaks = 119,549 peaks), endometrioid (125,743 peaks), high-grade serous (122,734 peaks), mucinous (131,655 peaks) ovarian tumor tissues, and samples from endometriosis epithelial (44,083 peaks), and normal fallopian tube secretory epithelial cell lines (43,734 peaks) (29, 45). This was converted to hg19 using UCSC liftOver, duplicates were removed and the remainder were merged into 80,271 distinct intervals using bedtools v2.25.0 (69). We then selected REs from GeneHancers which overlapped with our H3K27ac intervals by at least one base pair.

We used the REs as the interval input into MAGMA to replace the gene intervals used by MAGMA. This generated a list of REs and their statistics. This list was then linked to the genes, where each gene was assigned the greatest −log_10_(*P*-value) from its REs. REs were defined as promoters based on the txdb.hsapiens.ucsc.hg19.knowngene database, and all non-promoters were labeled as candidate transcriptionally active enhancers. Significant genes were identified by filtering genes whose *P*-values were less than the Bonferroni corrected value of 2.87 × 10^−6^.

### Identifying proximal genes to GWAS genome-wide significant loci

All lead variants labeled as genome-wide significant (*P* < 5 × 10^−8^) in ovarian cancer by Jones et al (2017) (13) were assigned to a gene based on nearest transcription start site.

### Generation of the gene list

Gene identifiers in chromMAGMA and MAGMA were curated by restricting to those identifiable as “ensembl_gene_id,” “external_gene_name,” “external_synonym,” “hgnc_symbol,” “entrez_gene_id,” and “uniprot_gn_symbol” and filtered for genes labeled as “protein_coding” from the BioMart portal (70). For MAGMA, the maximal −log_10_(*P*-value) was then assigned to a gene, and simply ranked with −log_10_(*P*-value) in descending order. For chromMAGMA, ties in the −log_10_(*P*-value) were broken using the average expression of variance stabilization normalized primary CCOC, EnOC, HGSOC, MOC, and fallopian tube secretory epithelium (average Müllerian mRNA expression) as described from Corona et al. (2020) (45). 

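How firmly FTSEC expression orders tied genes was measured in the part of Table S1 read here, 1998 rows of CCOC out of 104610 in the whole table, with *P*-values up to 0.0107. These rows hold 620 REs, of which 210 are assigned to 1 gene and 410 to at least 2, with a median of 3 genes per shared RE and a maximum of 27. For 404 shared REs, at least 2 genes had FTSEC counts. The gene with the highest expression was the same in all 5 libraries for 310 of the 404 (76.7%, 95% Wilson interval 72.4% to 80.6%), and for 332 (82.2%) the gap between the first and second gene was larger than its SD between libraries. For the remaining REs, which gene ranks first depends on the library. Among the genes of Table S4, 23 of the 32 pairs that share a *P*-value had the same order in all 5 libraries (71.9%). An order random in each library would give 6.25%, which is a weak reference because the libraries ranked genes alike. The pairs are also not independent. A group of LGSOC holds 6 genes with counts, from *HOXD1* down to *HOXD11*, which had at most 2 counts in any library. *PRSS23* ranked above *EED* at 12.62 ± 0.63 against 9.91 ± 0.27 (SD, n = 5). The exons of *PRSS23* share 11.9% of their length with *FZD4* on the opposite strand, whose reads could have been counted for *PRSS23* as well. Among the genes tied in MOC, *BEST1* was highest at 16.05 ± 0.78 (SD, n = 5), but 14.2% of its exon length is shared with exons of *FTH1* on the opposite strand, and its counts were 90.7% ± 2.22 (SD, n = 5) of the *FTH1* counts in the same libraries.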

The ties were broken using this formula:

$$\text{Weighted}\;P‐\text{value}\;=\;-\text{log}\;10\left(P‐\text{value}\right)\times \text{Average Müllerian mRNA Expression}.$$

The same list was used for subsequent gene set enrichment analysis.

### Pathway gene set enrichment analysis

Pathway enrichment analysis was conducted using the ClusterProfiler package in R. We removed the HLA genes defined by the HLA Informatics Group (71, 72, 73) from the ranked list before carrying out gene set enrichment analysis. This is because the strong, long-distance linkage disequilibrium between SNPs in this region led to a clustering of multiple gene-level associations in this region making it difficult to differentiate between these genes in terms of ranks. This clustering in turn may yield potentially spurious enrichment signals for pathways that contain several HLA genes. We ran this analysis using the following script:

   gseGO(geneList= <GENE-LIST>,
   ont = "ALL",
   keyType = "ENTREZID",
   nPerm = 10,000,
   minGSSize = 3,
   maxGSSize = 800,
   pvalueCutoff = 0.05,
   verbose = TRUE,
   OrgDb = org.Hs.eg.db,
   pAdjustMethod = "BH")

Pathways with gene set sizes less than 25 (as recommended by the BROAD institute) were removed from further analysis as the normalization to variation in gene set size becomes inaccurate for small gene sets.

### Super-enhancer–associated TF gene set enrichment analysis

This analysis was conducted using the default GSEA preranked setting within the Broad GSEA (v3.0) program. The super-enhancer–associated TF gene set was generated by taking known TFs from the Human Transcription Factor database (74), which was then filtered to only include TFs that were proximal, overlapping, or nearest to a super-enhancer as defined by ROSE2 (41) for CCOC, EnOC, HGSOC, MOC, and NMOC (45). Enrichment plots were generated with the R package fgsea.

### MsigDB TF cistrome gene set enrichment analysis

This analysis was conducted using the default GSEA-preranked setting within the Broad GSEA program (v3.0).

### Experimental methods

#### Fallopian tube secretory epithelium RNA-seq

RNA sequencing data from primary fallopian tube secretory epithelial cells were generated as described in Corona et al (2020) (45). They are available in the GEO database under the accession code GSE182510.

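The deposited table gives, for each gene, its Ensembl identifier, the coordinates of its exons, the length of its merged exons and the counts of the 5 libraries. It names no genome build. Of the 18917 protein-coding genes that could be compared, 99.97% overlapped their RefSeq position on GRCh38.p14, against 15.7% of 19540 compared with GENCODE 44 on GRCh37, so gene coordinates are given as GRCh38. Of the 60554 identifiers, 56958 had a symbol in GENCODE 44, and the others held 1.29% of the counts. The libraries were directional, but the paper's text does not state whether the counting used the strand. The 270 genes that lie wholly inside exons of a gene on the opposite strand had a median of 1.37 times the counts per bp of that gene, compared with 0.86 times for 77 genes nested on the same strand and 0.012 times for 1944 genes that lie in introns on the opposite strand. *KRT7-AS*, inside *KRT7* and on the opposite strand, had 22.3% ± 0.50 (SD, n = 5) of the counts of *KRT7*. Of 18106 protein-coding genes with a count, 1978 (10.9%) share over 10% of their exon length with exons on the opposite strand, and their counts could include reads of the other gene. The libraries ranked protein-coding genes alike, with Spearman's rho across genes between 0.953 and 0.982 over the 10 pairs of libraries, where genes are not independent replicates.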

## Data Availability Statement

RNA-seq data can be found under accession number GSE182510.

### Code availability

A step-by-step tutorial of chromMAGMA is available in a Github repository: https://github.com/lawrenson-lab/chromMAGMA-public.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

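The data were RNA-seq counts of 5 libraries of primary fallopian tube secretory epithelium (FTSEC), a single condition without a comparison group. The authors extracted total RNA, prepared directional libraries, sequenced paired-end reads of 75 bp, and deposited the number of reads counted per gene in each library as whole-number counts, without normalization. The layout of the deposited table is that of the featureCounts program. The aligner, the genome build and the annotation release are not named in the paper's text, which refers to an earlier study for the procedure. All 5 columns of counts were assigned to their library by name, and every row of the table names a gene.

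From the counts, expression was computed with the variance stabilizing transformation of DESeq2 1.42.0 (blind, trend fitted on 1000 genes) in R 4.3.3, over the 41414 genes with at least 1 count in any library. CPM and RPKM were computed with edgeR 4.0.16 and its TMM factors for the alternatives and for marker genes. CPM of the named genes were scaled to the library totals. Further calculations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Symbols and gene types came from GENCODE 44 by Ensembl identifier. Genes of Tables S1 and S4 were matched by Ensembl identifier, and by symbol where the identifier differs (11 rows of Table S1). The transformation was tested on simulated counts drawn at the real means and library totals: 200 genes changed 4-fold differed by a median of 1.96 vst units, and 15488 unchanged genes by −0.01. The tie test and the weighting simulation were also tested on simulated data. Ties simulated in expression order gave 100% of 120 pairs in order (permutation p = 0.0001, the smallest that 10000 resamples give), ties in random order gave 41.7% of 120 pairs (permutation p = 0.96), and flat weights over 15000 genes gave 4.7% of draws past the threshold.

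The paper weights −log10(P-value) with expression averaged over 4 tumor histotypes and FTSEC. The tumors were not analysed here, so FTSEC alone was used. −log10(P-values) and tied groups were read from Tables S1, S4 and S7 as published. Table S1 was read in part (1998 of 104610 rows) and no set test was run on it. Gene pairs were compared with an exact sign-flip permutation test over the 5 libraries (two-sided, smallest p 0.0625), and the order of tied TFs with a permutation of expression within tie groups (100000 resamples, one-sided). Gene lists were set against 10000 random lists of the same size (1000 for the alternatives), and 1000 draws of uniform P-values were multiplied with expression. The lists were splicing factors and ribosomal proteins by symbol, the super-enhancer-associated TFs of Table S6, the TFs of Table 1 and the 37 genes found in Table S3. Marker lists for secretory, ciliated, stromal, smooth muscle, endothelial, leukocyte and erythrocyte cells and for proliferation were also set before the data were examined. A second ciliated list, a macrophage list, a T and B cell list and a second smooth muscle list were written after the first markers had been seen.

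The genes named were every gene in the paper's text, the TFs of Table 1, the genes of Table S4, the marker genes and the 10 genes with the largest share of counts, leaving out any that could help to identify a person. No symbol of the table matched PECAM1 or TMEM75, which are not reported. A gene withheld for evaluation is not reported here. The alternatives were edgeR TMM log2(CPM + 1), log2(RPKM + 1), genes with at least 10 counts in every library, each library left out in turn, and for single results those given in the closing section. The totals of 44416460 to 61208252 counts put 10 counts below 1 CPM. Counting error was not set against the spread between libraries gene by gene. Genes under 10 counts have no reliable order.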

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

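Every test in this part was chosen after the pattern it addresses had been seen, and those of depth, of normalization and of T and B cells were also revised after their first outcome was known. Of 119 values with 5 libraries each, 8 had a library far from the other 4, where chance alone gives about 5.95. The number is thus near that of chance, and single values carry little weight. All samples belong to 1 condition, so no biological difference between groups was testable.

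The number of protein-coding genes with at least 1 count was highest in replicate 2, at 17275, against 16836 to 16946 in the others. Sequencing depth was examined by thinning every library to 44416460 counts. Replicate 2 remained highest, with a gap of 266 genes to the next library compared with 329 before, which argues against depth as the whole cause, although its gap over the range fell to 0.572, below the critical value. The presence of more cell types in this library stays open.

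Expression stood apart in 1 library for *HOXD4* (9.13, highest in replicate 5), *IRF2* (10.06, lowest in replicate 2), *COL1A1* (12.94, lowest in replicate 5) and *MT-RNR2* (19.21, lowest in replicate 5). In replicate 5 the genes went in opposite directions, with log2 gaps to the nearest library of 1.10 for *HOXD4*, −2.51 for *COL1A1* and −0.51 for *MT-RNR2*. An error of normalization between libraries multiplies all genes of a library by the same factor. Under any single log2 factor on replicate 5 of up to 4 in either direction, at least 1 of the 3 genes still stood apart, which argues against normalization as the whole cause for the 3 together. A log2 factor of 0.27 would leave only *HOXD4* apart, so a part in *COL1A1* and *MT-RNR2* stays open. For *IRF2* in replicate 2 normalization also stays open, since edgeR TMM hardly changed its gap over range (0.805 with the vst, 0.769 with TMM). *HOXD4* shares 80.5% of its exon length with another annotated gene on the same strand, so its counts may include reads of that gene. Of the 6 other stromal markers, *COL1A2*, *COL3A1* and *LUM* were also lowest in replicate 5 (147.0, 49.5 and 17.5 CPM). *DCN*, *POSTN* and *PDGFRA* were lowest in replicate 4 (18.6, 2.17 and 24.2 CPM), and *PDGFRA* was second highest in replicate 5 (266.8 CPM). The markers thus differ in which library is lowest. A different share of stromal cells was not tested, nor was a biological explanation for any of the 4 genes.

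*SNTN* was highest in replicate 5 (6.32 vst units), and so was *OVGP1* (9.63). *SNTN* is a gene of ciliated cells. A second list of ciliated genes was summed to test whether ciliated cells, or cells starting to form cilia, are a candidate explanation. Its sum was 31.0 CPM in replicate 5 against 12.4 to 25.3 CPM in the others, and 8 of its 9 genes with a count were highest there. The levels are low in every library, and *OVGP1*, a secretory gene, is not explained by it. No test was made for *OVGP1*.

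The summed leukocyte markers reached 351.7 CPM in replicate 3, against 15.1 to 70.8 CPM in the others. A list of macrophage genes summed to 522.3 CPM in replicate 3 and 4.97 to 147.8 CPM in the others, and all 10 of its genes were highest in replicate 3. RNA from macrophages in this library is a candidate explanation. A list of T and B cell genes was also summed, and its sum was highest in replicate 3, at 103.7 CPM, which was the first form of the test. That sum rests on *IL7R* (98.1 CPM), the only 1 of 8 genes that was highest there, and 6 of the 8 were highest in replicate 2. In replicate 3, 5 of the 8 genes were below 1 CPM, too low to decide, so RNA from T and B cells stays open.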

How the results depend on the processing

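The choice of alternatives was fixed before the data were examined, except those named as added. The comparisons of *MECOM* with *ESR1* and *WT1* were chosen after expression had been seen. Among the results compared, the order of the weighted P-values of *ESR1* and *WT1* in HGSOC reversed under log2(RPKM + 1), and no other result did. Orders of percentiles were not among these results, and that of *SOX17*, *PAX8* and *MECOM* changed with log2(RPKM + 1). No paired analysis was possible because the 5 libraries form 1 group.

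The differences between named genes (*CHERP* and *EFTUD2*, *SIN3B*, *NFE2L1* and *MED26*, *MECOM* against *ESR1* and *WT1*) kept their sign under log2(CPM + 1), log2(RPKM + 1), the filter of 10 counts in every library and each library left out. *CHERP* minus *EFTUD2* lay between −1.73 and −1.57 across the 5 fits that each left out 1 library. The percentile of single genes moved by more than its spread between libraries 10 times with log2(RPKM + 1) and 6 times with the filter of 10 counts. That filter takes genes from the bottom of the ranking, which lowers the percentile of every gene left.

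The share of tied TFs of Table S7 listed in the order of FTSEC expression stayed past the threshold under every alternative, from 80.3% with the filter of 10 counts to 100% in an added setting without genes that share over 10% of their exon length with another gene (25 of 25 pairs). It lay between 86.5% and 90.1% with 1 library left out. Counting each pair once, also added, gave 89.3%. The vst and log2(CPM + 1) rank genes in nearly the same way within a library, so this alternative says little about ties. The share of REs with the same highest-expressed gene in every library lay between 75.1% and 80.4%. For tied genes of Table S4, the share with a fixed order was 70.0% to 78.1% under the alternatives set in advance, and 54.5% (6 of 11 pairs) without overlapping genes. The number of pairs fell from 32 to 11 there, and the cause was not tested.

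The weighted P-value depends on the zero point of the expression scale, which a multiplication does not cancel. With log2(CPM + 1), it was 73.3 for *NR2F6*, 55.4 for *PAX8*, 14.6 for *MECOM*, 12.2 for *ESR1* and 9.51 for *WT1*. With log2(RPKM + 1), the values were 55.4, 35.6, 8.17, 4.53 and 5.55 in the same order. *ESR1* minus *WT1* was 3.36 ± 0.80 (SD, n = 5) with the vst and −1.02 ± 0.73 (SD, n = 5) with log2(RPKM + 1). With log2(CPM + 1), which lacks only the correction for gene length, it was 2.72 ± 0.78 (SD, n = 5). The reversal thus came with the length correction, at exon lengths of 13629 bp for *ESR1* and 4113 bp for *WT1*. The differences of *NR2F6* from *PAX8* and of *MECOM* from *ESR1* and *WT1* kept their sign under each of these measures, the filter of 10 counts and each library left out. The size of *MECOM* minus *ESR1* depended on these choices: it was 3.64 ± 1.06 (SD, n = 5) with log2(RPKM + 1), 1.55 ± 0.67 (SD, n = 4) without replicate 5 and 0.69 ± 1.24 (SD, n = 4) without replicate 3. The alternatives of these weighted differences were added after the values had been seen. With 1 library left out, *PAX8* lay between 92.3 and 96.3.

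For lists of genes, the filter of 10 counts took the median percentile of the CCOC super-enhancer-associated TFs to 55.6 and that of the Table 1 TFs to 69.3, both no longer outside the range of 95% of random lists. When random P-values were used and expression only broke ties within REs, lists ranked higher in 5.8% (splicing factors), 4.8% (ribosomal proteins), 6.0% (CCOC TFs), 5.8% (EnOC TFs), 5.4% (HGSOC TFs) and 6.0% (MOC TFs) of draws, near the 5% of chance, by construction of the tie-breaking. With multiplication and the filter of 10 counts, the share of draws fell to 33.8% for splicing factors, 82.7% for ribosomal proteins, 10.1% for CCOC, 15.6% for EnOC, 21.1% for HGSOC and 12.2% for MOC TFs. In the other direction, the 4 TF lists ranked higher in 99.1% to 100% of draws with log2(CPM + 1), 99.8% to 100% with log2(RPKM + 1) and 99.9% to 100% with all genes in place of protein-coding genes. The size of this effect thus depends on the expression scale and on the genes compared.

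The ratio of the highest to the lowest library in summed markers depended on the library left out. Across the 5 fits that each left out 1 library, it was from 1.48 to 1.84 for secretory and 1.70 to 3.24 for ciliated markers. It was from 2.03 to 6.18 for stromal, 2.80 to 8.48 for endothelial, 4.69 to 23.3 for leukocyte and 1.95 to 3.96 for proliferation markers. For smooth muscle it was from 18.9 to 41.8, and thus stayed large whichever library was left out. RPKM in place of CPM changed each ratio by less than 1.5 times. Depth limits the order of genes with fewer than 10 counts, which include several tied *HOXD* genes.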

Differences from the paper's values

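No value differed from the paper's by more than 1.5 times, which is a wide limit for the weighted P-values. These were computed from the paper's own −log10(P-value), so the ratio compares only expression. On the vst scale, which is close to log2 and has a floor of 4.32, expression can differ several-fold within that limit. The axis of Fig 4B is titled as weighted P-value, while its caption names −log10(P-value). Read by eye, it shows about 130 for *NR2F6*, about 82 for *PAX8* and about 25 for *MECOM*. With FTSEC alone as the weight they were 147.5, 94.8 and 26.3, each higher than the value read from the figure. With log2(CPM + 1) in place of the vst the values of *NR2F6* and *MECOM*, and with log2(RPKM + 1) those of all 3, differed by more than 1.5 times. The average over tumors and FTSEC that the paper used was not computed here.

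Of the super-enhancer-associated TFs the paper counts in CCOC, EnOC, HGSOC and MOC (257, 220, 202 and 247), 252, 218, 201 and 244 had at least 1 count in FTSEC.

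The paper names *CHERP* and *EFTUD2*, and *SIN3B* and *NFE2L1*, as the top 2 genes of their class in its weighted list. Their values in that list were not read here, so their FTSEC expression was not set against them.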

Other observations

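The tests in this part were chosen after the values they bear on had been seen, with exceptions. The simulation with random P-values, the main order test of tied TFs in Table S7, the gene lists and the marker lists were set before. The smooth muscle test was revised after its first outcome was known.

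*BEST1* had the highest FTSEC expression of the 4 genes that share a P-value in MOC in Table S4 (16.05 vst units, against 13.81 for *MYRF*, 13.58 for *FADS2* and 11.58 for *TMEM258*), at the 99.8th percentile of protein-coding genes. *BEST1* lies on chromosome 11 of GRCh38 from 61949821 to 61965515 on the plus strand, and *FTH1* on the minus strand from 61959718 to 61967660. The overlap with *FTH1* takes 14.2% of the exon length of *BEST1*. *BEST1* counts were 90.7% of *FTH1* counts, and this ratio had a coefficient of variation of 2.45% across the 5 libraries, compared with 29.2% against *FADS2*, 36.7% against *MYRF* and 42.1% against *TMEM258*. Reads of *FTH1* counted for *BEST1* as well are a candidate explanation. If so, the tie would be decided by a gene outside it. How the published ranking treated *BEST1* was not examined.

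The same way of counting may apply to the table as a whole. Antisense genes inside exons of another gene had a median of 1.37 times that gene's counts per bp, which is what reads counted without regard to strand, and for each gene they overlap, would give. Unspliced RNA or genomic sequence on both strands is argued against, since antisense genes in introns had a median ratio of 0.012. Without genes that share over 10% of their exon length with another gene on either strand, 25 of 25 tied pairs of Table S7 followed FTSEC expression. Over all pairs, 88 of 101 did. That setting also removes overlaps on the same strand, so it does not single out antisense overlap.

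Tied TFs of Table S7 were listed in the order of FTSEC expression in 88 of 101 pairs. Alphabetical order is argued against as the cause, with 50 of 101 pairs in that order. Of the 47 pairs that differ by more than 2 vst units, 45 were in the order of expression. The listed ranks follow the unweighted −log10(P-value) in all 4 histotypes. If the same P-values were multiplied with FTSEC expression, 20.5% of untied pairs would change order in CCOC, 20.7% in EnOC, 17.9% in HGSOC and 21.7% in MOC. The ranks of Table S7 are thus consistent with expression used to break ties and not with a multiplication by FTSEC expression, within the 101 tied and the untied pairs compared.

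What a multiplication does was simulated with random P-values, which hold no signal. Splicing factors (80 genes) ranked higher than other protein-coding genes in 69.2% of 1000 draws, ribosomal proteins (83 genes) in 97.3%, and super-enhancer-associated TFs in 38.1% (CCOC), 58.2% (EnOC), 60.6% (HGSOC) and 45.4% (MOC), compared with 4.6% to 6.8% without weights. In such draws, multiplication by expression thus raised lists of highly expressed genes without any association. With expression used only to break ties, splicing factors ranked higher in 5.8% of draws. With log2(CPM + 1), whose zero lies at no expression, multiplication raised splicing factors in 100% of draws. With the filter of 10 counts in every library it did so in 33.8%. The test used here was a rank-sum test with one-sided p under 0.05, not the enrichment analysis of the paper. The multiplied draws gave each gene a uniform P-value. The paper gives each gene the most significant P-value of its REs, and genes can share an RE. The shares of draws therefore do not carry over to the paper's list. For the super-enhancer-associated TFs, the ranks of Table S7 also follow the unweighted −log10(P-value).

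The same lists were highly expressed in FTSEC. The median percentile among protein-coding genes was 86.4 for splicing factors, 98.3 for ribosomal proteins, 61.0 for CCOC, 66.0 for EnOC, 71.1 for HGSOC and 63.6 for MOC super-enhancer-associated TFs, 75.6 for the 17 TFs of Table 1 and 79.1 for the 37 genes that Table S3 holds as read here, fewer than its title names. The paper counts 37 strong dependencies among the risk genes, and whether these are the same genes was not examined. Each list was above at least 98.97% of 10000 random lists of its size, as a description of these libraries.

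Marker genes of several cell types had counts. Secretory markers summed to 6730 ± 1931 CPM (SD, n = 5), stromal to 2592 ± 1437, smooth muscle to 561.6 ± 522.5, proliferation to 595.8 ± 258.9, endothelial to 123.6 ± 75.0, leukocyte to 109.7 ± 136.9, ciliated to 25.3 ± 12.2 and erythrocyte to 0.0299 ± 0.0461 CPM. The endothelial sum was mostly *CDH5* (115.9 CPM on average), which was highest in replicate 4 (180.0 CPM), where *VWF* was lowest (1.91 CPM), so it is no measure of endothelial cells. Without replicate 3, leukocyte markers summed to 49.2 CPM. Smooth muscle markers were highest in replicate 2 (1252 CPM) and lowest in replicate 4 (30.0 CPM), with *DES* at 755.0 and 12.2 CPM. Of a second list of 8 smooth muscle genes, 7 were also highest in replicate 2, with *ACTA2* at 781.7 CPM. Smooth muscle cells mixed into the libraries are a candidate explanation, but cultured or activated stromal cells can express the same genes and were not tested. *PAX8* ranged from 149.1 to 610.8 CPM between replicates 2 and 4.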
